# Interaction of *MDM33* with mitochondrial inner membrane homeostasis pathways in yeast

**DOI:** 10.1038/srep18344

**Published:** 2015-12-16

**Authors:** Till Klecker, Megan Wemmer, Mathias Haag, Alfons Weig, Stefan Böckler, Thomas Langer, Jodi Nunnari, Benedikt Westermann

## Abstract

Membrane homeostasis affects mitochondrial dynamics, morphology, and function. Here we report genetic and proteomic data that reveal multiple interactions of Mdm33, a protein essential for normal mitochondrial structure, with components of phospholipid metabolism and mitochondrial inner membrane homeostasis. We screened for suppressors of *MDM33* overexpression-induced growth arrest and isolated binding partners by immunoprecipitation of cross-linked cell extracts. These approaches revealed genetic and proteomic interactions of Mdm33 with prohibitins, Phb1 and Phb2, which are key components of mitochondrial inner membrane homeostasis. Lipid profiling by mass spectrometry of mitochondria isolated from Mdm33-overexpressing cells revealed that high levels of Mdm33 affect the levels of phosphatidylethanolamine and cardiolipin, the two key inner membrane phospholipids. Furthermore, we show that cells lacking Mdm33 show strongly decreased mitochondrial fission activity indicating that Mdm33 is critical for mitochondrial membrane dynamics. Our data suggest that *MDM33* functionally interacts with components important for inner membrane homeostasis and thereby supports mitochondrial division.

Mitochondria play key roles in cellular energy metabolism, various additional biochemical pathways, developmental processes, apoptosis, and aging. These functions are intimately linked to the shape of the mitochondrial compartment. Mitochondria are highly dynamic organelles that constantly adapt their morphology to the requirements of cellular physiology by frequent fusion and fission^1^,^2^ and remodeling of their ultrastructure^3^. As many of the molecular components and cellular pathways have been conserved during evolution, mitochondrial structure and dynamics can be studied in baker’s yeast *Saccharomyces cerevisiae* as a model organism. Fusion and fission of mitochondria are mediated by large dynamin-related GTPases (DRPs). Fzo1 in yeast and the mitofusins, Mfn1 and Mfn2, in mammals are membrane-bound proteins that constitute the key components of the outer membrane fusion machinery. Mgm1 in yeast and Opa1 in mammals are intermembrane space proteins that mediate inner membrane fusion. Mitochondrial fission is mediated by Dnm1 in yeast and Drp1 in mammals, which are cytosolic proteins that are recruited to the mitochondrial surface by membrane-bound receptors and adaptor proteins where they assemble into helical structures that sever the mitochondrial outer membrane. It is currently unknown whether a separate machinery for inner membrane division exists, or whether both mitochondrial membranes are severed simultaneously by the Dnm1/Drp1 helices assembled on the outer membrane^1^,^2^.

Mitochondria also display a complex organization at the ultrastructural level. The mitochondrial inner membrane consists of two functionally and compositionally distinct subcompartments: cristae, which are inner membrane invaginations that accommodate the respiratory chain complexes, and the inner boundary membrane, which is closely apposed to the outer membrane. These subcompartments are connected by narrow, tubular cristae junctions^3^. Several distinct protein complexes shape the mitochondrial inner membrane in a manner that is interdependent with the lipid composition of the organelle, however, their exact modes of action are not fully understood. The inner membrane fusion DRP, Mgm1/Opa1, is thought to play an independent role in maintenance of inner membrane structure and organization^4^,^5^. ATP synthase dimerization and higher order assembly are also essential for cristae formation and stabilization^6^. More recently, a large complex of inner membrane associated proteins, termed mitochondrial contact site and cristae organizing system (MICOS), has been implicated as a master organizing system of the inner membrane, which is thought to function as both a blueprint for cristae placement and cristae stabilization^7^,^8^,^9^.

The lipid composition of mitochondria also plays a critical role in mitochondrial shape and ultrastructure. Mitochondria of yeast cells lacking enzymes involved in cardiolipin (CL) biogenesis exhibit altered mitochondrial morphology, including extremely elongated cristae sheets that sometimes form inner membrane septae or onion-like structures^10^,^11^,^12^. Similarly, mitochondrial cristae defects are observed in *Arabidopsis* leaf cells, human lymphoblasts, and mouse cardiomyocytes defective in cardiolipin biogenesis^13^,^14^,^15^. Furthermore, mitochondrial morphological and ultrastructural defects are observed in yeast and mammalian cells with reduced phosphatidylserine (PS) or phosphatidylethanolamine (PE) levels^16^,^17^.

The yeast protein, Mdm33, has been implicated in both mitochondrial dynamics and ultrastructure^18^. Mdm33 is an integral mitochondrial inner membrane protein with a majority of residues predicted to form coiled coil structures facing the matrix. Mutants lacking Mdm33 contain large, extended mitochondria frequently forming hollow spheres that enclose portions of the cytoplasm. Aberrant Δ*mdm33* mitochondria contain swollen parts filled with cristae and extended parts that are devoid of cristae. Overexpression of Mdm33 causes mitochondria to become fragmented and to contain septated or vesiculated inner membranes and leads to growth arrest^18^. However, it is not clear whether Mdm33 plays a primary role in the organization of the inner membrane, or inner membrane division, and whether these functions are interconnected. To reveal the role of Mdm33 in mitochondrial shape we systematically analyzed its genetic and proteomic interactions. Our results suggest that *MDM33* functions in a genetic network with genes important for inner membrane homeostasis and thereby supports mitochondrial division.

## Results

### ***MDM33*** interacts with genes involved in phospholipid metabolism and mitochondrial inner membrane homeostasis

The MITO-MAP^8^ is based on 616,270 distinct pairwise genetic interactions of 1,482 genes and provides a comprehensive view of the connections between cellular pathways related to mitochondrial functions. Utilizing this resource we identified genes that positively or negatively interact with *MDM33* in double deletions (Fig. 1A; Table S1). Positive genetic interactions frequently occur between genes acting in a common pathway, whereas negative interactions point to compensatory pathways. Strikingly, *MDM33* shows strong positive interactions with the genes encoding enzymes required for synthesis of the major phospholipids, PS, PE, and phosphatidylcholine (PC), and negative interactions with genes required for CL biosynthesis (Fig. 1B). Furthermore, *MDM33* positively interacts with the prohibitin genes, *PHB1* and *PHB2*, which encode an inner membrane complex modulating mitochondrial phospholipid homeostasis^19^, and with genes encoding subunits of the ER mitochondria encounter structure (ERMES) that participates in the exchange of lipids between mitochondria and the ER^20^. Two clusters of negative genetic interactors comprise components of mitochondrial distribution and ATP synthase subunits (Fig. 1A). These data suggest roles of Mdm33 in phospholipid metabolism and mitochondrial membrane homeostasis, processes that are also critical for mitochondrial distribution and function.

To gain additional insight into Mdm33 function, we exploited the growth arrest phenotype of cells overexpressing *MDM33*^18^, reasoning that Mdm33 requires interaction partners to exert its function, and that these interaction partners will also be required to induce the growth arrest. Thus, deletion of a gene encoding an interaction partner required for Mdm33 function should relieve the overexpression-induced growth defect. Therefore, we identified putative suppressors by quantifying the abundance of deletion mutants in cell pools by a microarray-based approach (Fig. S1A,B).

To induce *MDM33* overexpression-dependent growth arrest we transformed a multicopy plasmid expressing *MDM33* from the strong, inducible *GAL1/10* promoter into a pool containing the 4,987 strains of the *MAT*α haploid non-essential yeast deletion library^21^. We expected that only deletion mutants that are unable to express *MDM33* properly or lack Mdm33 interaction partners would grow under inducing conditions. In a proof-of-principle experiment we plated a similar number of transformants of the isogenic wild type and the deletion mutant pool on repressing and inducing media. As expected, transformants of the wild type and pooled deletion mutants grew well on glucose-containing medium (SD) when *MDM33* overexpression was repressed. Wild type transformants ceased to grow on galactose-containing medium (SGal) when *MDM33* overexpression was induced. In contrast, some transformants of the deletion pool produced colonies under inducing conditions (Fig. 2A) suggesting that yeast cells are able to cope with high Mdm33 levels when critical interacting genes are lacking.

To screen for genes interacting with *MDM33*, we grew the transformed yeast deletion pool under repressing and inducing conditions on agar plates. As each strain of the yeast deletion library is marked with a unique molecular barcode sequence^21^ (Fig. S1A) microarray hybridization can be used to quantify deletion mutants in pools (Fig. S1B). We isolated genomic DNA from the pooled transformants and determined the abundance of the deletion mutants under inducing vs. repressing conditions in two independent experiments. 

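The deletion pool carried either the empty vector or the MDM33 plasmid and was plated on medium with 2% glucose for 2 days or with 2% galactose for 4 days. Each of these 4 groups was measured in 2 independent experiments, so time on the plate and sugar differed together. Every strain carries a pair of barcodes, the uptag and the downtag, which were amplified and labelled separately. In experiment 1 each DNA was hybridized in a single dye, and in experiment 2 it was hybridized in both dyes, which gives 24 dye channels. In experiment 1 all glucose samples carried Cy5 and all galactose samples Cy3, so dye and sugar cannot be separated there. The authors took background-corrected spot densities and scaled each channel to a total of 147680000 units. The values used here sum to between 147379493 and 147666701 units per channel. A signal is therefore a share of the pool and not a number of cells, and signals of different barcodes are not on a common scale. The median signal of the labelled barcodes was between 4872 and 14338 units per channel for the MDM33 plasmid on glucose and between 69.9 and 2336 units on galactose. A detection limit was set for each channel as the 99th percentile of the original probes for the tag that was not labelled there. This limit was between 176 and 837 units for the MDM33 plasmid on glucose and between 786 and 3339 units on galactose. A strain counted as detected in an experiment when the signal of at least 1 of its tags, averaged over dyes as a ratio to the limit, was above 1. For a strain value, dye channels were averaged first and then uptag and downtag. The 5526 strains with a barcode probe were considered, and 4258 of them had a mean signal over all groups above the limit and were tested with limma on log2 of the value plus 500. The 2 experiments per group limit the precision. Among the tested strains, the median absolute difference between the experiments was 0.65 on the log2 scale for the MDM33 plasmid on glucose and 1.71 on galactose.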

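With the MDM33 plasmid, 3773 of 5526 strains were detected on glucose in both experiments, and 2266 were detected on galactose in both. With the empty vector, 3690 strains were detected on glucose and 3656 on galactose. A signal on glucose in both experiments and on galactose in neither was found for 436 strains with the MDM33 plasmid, which is 7.89% of all strains (95% Wilson interval 7.21 to 8.63%), and for 41 strains, or 0.742%, with the empty vector. Among the strains detected on glucose, the median signal on galactose was 25.8% of that on glucose in experiment 1 and 13.7% in experiment 2, against 84.7% and 99.88% with the empty vector. The signal on galactose was below 10% of that on glucose for 620 of these 3773 strains in experiment 1 and for 1635 in experiment 2. With the empty vector this held for 325 of 3690 strains in experiment 1 and for 71 in experiment 2. The 100 strains with the highest values held 45.8% of the signal of all strains in experiment 1 and 30.0% in experiment 2, against 11.8% and 7.10% with the empty vector on galactose. The share of strains with a signal on glucose and none on galactose was 13.3% in experiment 1 taken alone and 30.1% in experiment 2. It was 27.5% when a strain detected on galactose in at most 1 experiment also counted as not detectable.

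**Figure D1:**
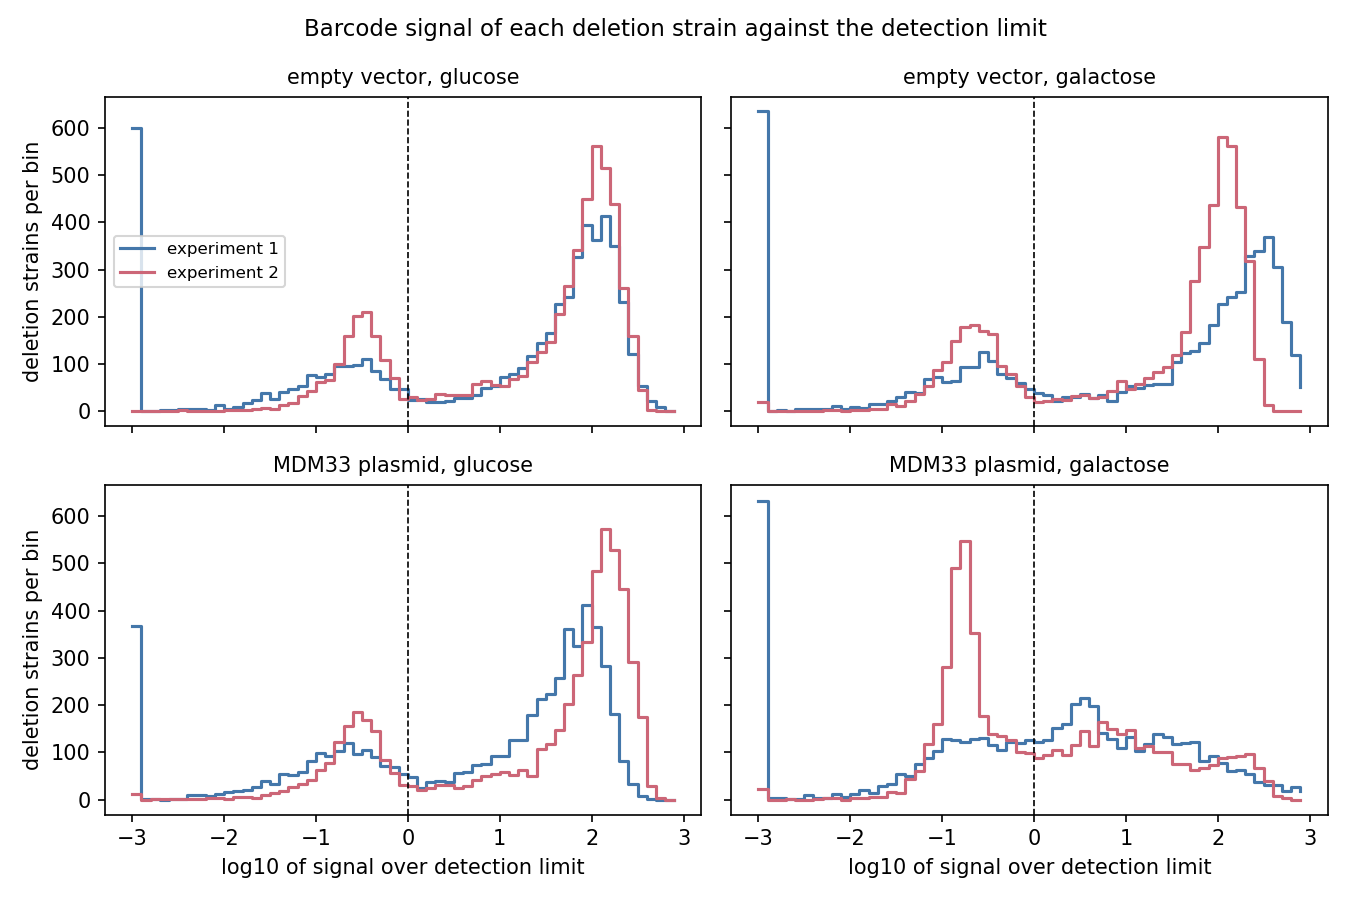
Number of deletion strains by log10 of their signal over the detection limit, for each group and experiment, with the limit as a dashed line and ratios below the axis range drawn in its lowest bins. With the MDM33 plasmid on galactose 3143 strains in experiment 1 and 2616 in experiment 2 lie above the limit, against 3814 and 4256 on glucose.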

After high-density oligonucleotide array hybridization, approximately 80% of the deletion mutants produced a good signal after growth on glucose-containing medium, but were not detectable after growth on galactose-containing medium (Fig. 2B). As expected, Δ*gal3* and Δ*gal4*, which lack factors important for induction of the *GAL1/10* promoter, grew well under inducing conditions (Fig. S1C). Several hundred mutants lacking proteins of various cellular functions produced a significant signal under inducing conditions and thus represent putative interaction partners of *MDM33* (Table S2).

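On galactose, 11 strains had more signal with the MDM33 plasmid than with the empty vector and 414 had less, at an adjusted p under 0.05 from limma. The strains with more signal lacked BUD14, LOA1, DPB4, AIM33, TRM13, YHI9, YAR047C, SCP160, PHB2, YHR078W or YPR064W and were named after their values were seen. Bud14 is a regulatory subunit of protein phosphatase 1, and its strain had 4669 units with the empty vector and 613721 ± 508637 (SD, n = 2) with the MDM33 plasmid, a log2 difference of 7.81 (standard error 1.40, adjusted p = 0.0390). Loa1 is a lysophosphatidic acid acyltransferase, and its strain differed by 7.26 (adjusted p = 0.0390). The strain lacking Dpb4, a subunit of DNA polymerase epsilon, differed by 6.99 (adjusted p = 0.0409). The strain lacking Trm13, a tRNA methyltransferase, differed by 4.85. The strain lacking Scp160, an RNA-binding protein, differed by 4.53 and had the highest value among the 803 strains detected on galactose by both tags in both experiments. Next in this order were the strains lacking CYC1, PAU2, DFP4, YAF9, SOV1, YJR015W, GMC1, DJP1 and YHR078W, with mean values from 628699 to 830224 units. Their values were from 887768 to 1583700 units in experiment 1 and from 28926 to 369631 in experiment 2, so the order rests mostly on experiment 1, and it compares different barcodes. Against glucose, no strain with the MDM33 plasmid passed the test (smallest adjusted p = 0.0595), while 1559 strains had an unadjusted p under 0.05, of which 1487 were lower. A fit to single channels with dye as a covariate, which changes both the unit and the model, called 230 strains in this comparison. After scaling to the 75th percentile of all probes 4 strains were higher and 0 lower, and with that of the labelled barcodes 50 were higher and 0 lower and the median moved from -1.88 to 0.47. In the interaction of plasmid and sugar, no strain passed the test and 771 had an unadjusted p under 0.05. On simulated data with the same spread in all groups, unlike the real data, the interaction test recovered no strain even at a change of 6 on the log2 scale. The strain lacking Gal3, the galactose sensor of the promoter, had 6462 ± 6471 units with the empty vector on galactose and 238572 ± 231610 with the MDM33 plasmid (SD, n = 2). Its interaction was 7.34 (standard error 2.02, adjusted p = 0.237). The strain lacking Gal4, the transcription activator of the promoter, had 14414 units on galactose with the MDM33 plasmid in experiment 1 and 207340 in experiment 2, against 56034 and 57412 on glucose, and 4421 and 2832 on galactose with the empty vector. Its interaction was 3.84 (standard error 1.71, adjusted p = 0.283). The calls on galactose depend on the scaling, on single replicates and on how the spread is estimated. The spread was pooled over the groups although the MDM33 plasmid on galactose varied most, so the standard errors may be too small here. With array weights, which were 0.25 for both replicates of this group and 1.33 to 1.77 for the others, no strain was called by limma (smallest adjusted p = 0.221). After scaling each channel to its 75th percentile 3 strains were higher and 1 was lower, and with the 75th percentile of the labelled barcodes, a scaling chosen after seeing the data, 12 were higher and 0 lower. With a replicate block 7 strains were higher, all among the 11, and 211 were lower, of which 204 are among the 414. By downtags alone 10 were higher, of which 4 are among the 11, and 553 were lower, of which 339 are among the 414. The difference of the YHI9 strain was 0.049 under the alternative that lowered it most. No strain was called by uptags alone or without either replicate of any of the other 3 groups, and 1794 without replicate 1 of the MDM33 plasmid on galactose. For the larger set of mutants in Table S2 with a significant signal under inducing conditions, the paper concludes that they represent putative interaction partners of MDM33.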

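Strains were also grouped by the function of the deleted gene, in 22 lists, of which 20 had at least 3 tested strains. Camera tested these 20 in the interaction and on galactose against glucose, and was not run on galactose between plasmids. In that last comparison 414 of all 4258 tested strains were lower and 11 were higher, and the counts below are descriptions beside this share. In the interaction, none of the lists with a lower strain below differed from other strains by camera (smallest adjusted p = 0.291). On galactose with the MDM33 plasmid against the empty vector, both prohibitin strains were tested, and the PHB2 strain rose while the PHB1 strain did not pass the test (1 higher when adjusted over the list alone). Of 18 tested strains lacking a factor of mitochondrial protein import, 3 were lower and none was higher (4 lower when adjusted over the list alone). The strain lacking Mdj2, a J-protein of the import motor, fell by 4.38 on the log2 scale, that lacking Tom71 fell by 4.43 and that lacking Tim21 fell by 4.03. Of 5 tested strains lacking mitochondrial proteases, 2 were lower (2 when adjusted over the list alone), those lacking Yme1 and Oma1, which fell by 4.93 and fell by 3.80. Of 19 tested strains of phospholipid synthesis and transfer, 3 were lower (3 when adjusted over the list alone). These lacked Gep4, the phosphatase of cardiolipin synthesis, Mdm32, or Cpt1, a cholinephosphotransferase, and fell by 6.06, fell by 3.32 and fell by 3.34 in this order. Of 6 MICOS strains, that lacking Mic12 was lower (3 lower when adjusted over the list alone) and fell by 4.75. Of 4 tested strains lacking regulators of GAL and glucose repression (Gal80, Mig1, Hxk2 and Gal83), that lacking Gal80 was lower (2 lower when adjusted over the list alone) and fell by 5.47. Of 90 tested strains lacking a cytosolic ribosomal protein, 6 were lower (5 when adjusted over the list alone), among them that lacking Rpl6a, which fell by 4.86. Of 12 tested strains lacking enzymes of leucine, lysine or uracil synthesis, 2 were lower (3 when adjusted over the list alone), those lacking Ura2 and Lys9, which fell by 5.93 and fell by 5.40. The strain lacking Swp82, of the 4 tested of SWI/SNF, fell by 4.68 (2 lower when adjusted over the list alone). Of 20 tested strains of mRNA decay and RNA polymerase II, that lacking Ski3 was lower (1 when adjusted over the list alone) and fell by 4.62. By uptags alone the value was 0.59 for the Gep4 strain, 0.42 for the Mdj2 strain and -0.17 for the Rpl6a strain, and by downtags alone it was 0.0560 for the Swp82 strain, so these 4 falls rest on 1 tag. No strain passed the test among 11 of mitochondrial fusion, fission and distribution (4 lower when adjusted over the list alone), 14 of Elongator and wobble uridine modification, 16 of the ATP synthase, 31 of respiratory complexes III and IV, 43 of the mitochondrial ribosome, 7 of Mediator, 6 of SAGA, 5 of the V-ATPase, 4 of the Leloir pathway, 3 of GAL promoter induction (2 higher when adjusted over the list alone) or 4 that need a nutrient other than leucine, lysine and uracil, the supplements named in the growth protocol (the legend of Table S2 names synthetic complete medium). None of the 5 strains lacking ERMES subunits or Gem1 had enough signal to be tested. On galactose against glucose with the MDM33 plasmid, camera placed the strains of Mediator and those needing other nutrients above the other strains, both at an adjusted p of 0.0490 (adjusted p = 0.442 with an estimated correlation for both). Of the strains needing other nutrients, 0 were detected with this plasmid in both experiments on either sugar, so they had little signal to lose. Of the 14 Mediator strains on the array, 4 were detected on glucose in both experiments and 2 on galactose. Over all tested strains the median log2 difference on galactose was -1.55. It moved by 0.73 under scaling to the 75th percentile of all probes and by 2.30, to 0.75, with that of the labelled barcodes, so the falls given here hold for the scaling to a common total.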

To identify candidates that genetically interact with *MDM33* upon both overexpression and deletion we merged the results from the suppressor screen with the MITO-MAP (interaction score less than -3 or more than 3). Six genes showed high scores in both data sets (Fig. 2C). 

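The 6 strains with the highest mean values on galactose with the MDM33 plasmid among those with a score under -3 or over 3 lacked ATP20, ELP3, FMP30, PHB2, PAM17 and PHB1. Their mean values were 92586, 63821, 51694, 39333, 31439 and 26976 units, and the next strain, which lacked CRD1, had 5250 units. Of the 1465 scores of the MITO-MAP, 16 were under -3 and 17 were over 3, and 32 of these 33 strains had a barcode probe. Of these, 20 were detected on glucose with the MDM33 plasmid in both experiments. On galactose 6 were detected in both experiments, 10 in a single experiment and 16 in neither. Detected in both were the strains lacking FMP30, PHB2, PAM17, PHB1, CRD1, which encodes cardiolipin synthase, and MDM36. The strain lacking ELP3 (YPL086C, chromosome XVI, 384773 to 386446 of assembly R64), a subunit of Elongator, had 99.4 units on galactose in experiment 1 and 127543 in experiment 2, against 450 and 1726 units on glucose. Of the 6 strains, that lacking PHB2 was the only one past the test, on galactose against the empty vector.

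**Figure D2:**
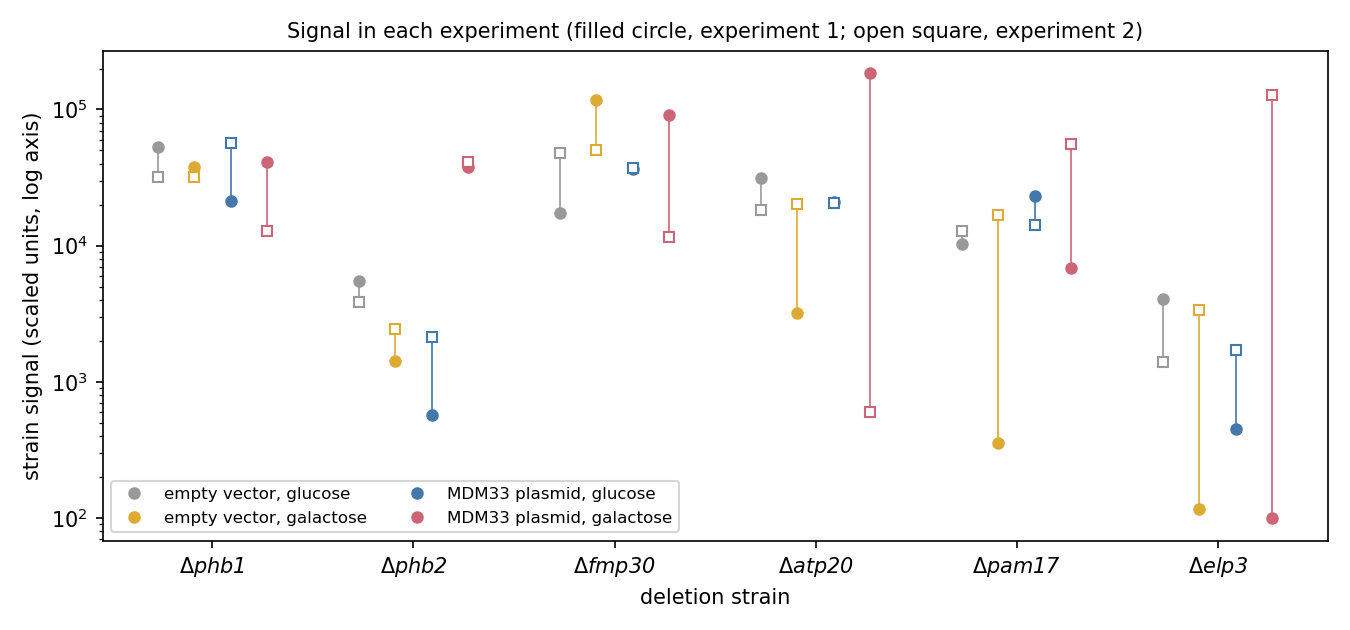
Signal of the 6 deletion strains with both plasmids on both sugars, on a log axis, with experiment 1 as filled circles, experiment 2 as open squares and a line joining them. With the MDM33 plasmid on galactose the strain lacking ATP20 lies at 184575 and 597 units, and that lacking PHB2 at 37778 and 40888 units.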

*ELP3* encodes a subunit of the RNA polymerase II holoenzyme and is responsible for transcriptional elongation^22^. This gene shows a very high number of genetic interactions and was excluded from further analysis as it likely interacts with *MDM33* in an indirect manner. The remaining five genes encode mitochondrial proteins, namely the two subunits of the prohibitin complex, Phb1 and Phb2^19^; a factor known to be associated with mitochondrial lipid metabolism, Fmp30^23^; subunit g of the ATP synthase, Atp20^24^; and a regulatory subunit of the mitochondrial protein import motor complex, Pam17^25^.

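The strain lacking PHB2 (YGR231C, chromosome VII, 952548 to 953480) had 1358 ± 1121 units on glucose and 39333 ± 2199 units on galactose with the MDM33 plasmid, and 1943 ± 722 units on galactose with the empty vector (SD, n = 2). On galactose it rose by 4.06 on the log2 scale with the MDM33 plasmid against the empty vector (standard error 0.80, adjusted p = 0.0409 from limma). Against glucose with the same plasmid the log2 difference was 4.57 (standard error 0.80, adjusted p = 0.0595). By uptags alone the first of these differences was 0.56. This difference did not pass the test under 11 of 25 alternatives, among them uptags alone, array weights and leaving out a replicate of another group. The strain lacking PHB1 (YGR132C, chromosome VII, 755589 to 756452) had 39075 ± 25050 units on glucose and 26976 ± 19941 on galactose. The strain lacking FMP30 (YPL103C, chromosome XVI, 358000 to 359406) had 36973 ± 688 units on glucose and 51694 ± 56654 on galactose. With the empty vector on galactose it had 83839 ± 46686 units. The strain lacking PAM17 (YKR065C, chromosome XI, 565299 to 565892) had 18691 ± 6217 units on glucose and 31439 ± 34749 on galactose. The strain lacking ATP20 (YPR020W, chromosome XVI, 599870 to 600217) had 20772 ± 326 units on glucose and was detected on galactose in experiment 1 alone. For PHB1, FMP30, PAM17 and ATP20 the differences between galactose and glucose were smaller than the spread between the experiments on galactose. The adjusted p of these 4 strains on galactose against glucose with the MDM33 plasmid was between 0.674 and 0.965.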

After transformation of the *MDM33*-overexpressing plasmid into deletion mutants, we confirmed that absence of Atp20, Fmp30, Pam17, Phb1, or Phb2 suppresses the growth defect of cells (Figs 2D and S2B). It has been observed that overexpression of several genes encoding mitochondrial inner membrane proteins is toxic in yeast^26^. To test whether our screen yielded suppressors specific for *MDM33* we examined the effect of overexpressing two non-related genes encoding mitochondrial inner membrane proteins, *SCO2* and *YHM2*, that have been reported to cause a growth arrest when expressed from the *GAL1/10* promoter^26^. Sco2 acts in the delivery of copper to the cytochrome c oxidase^27^, whereas Yhm2 catalyzes mitochondrial citrate/oxoglutarate antiport^28^. Deletion of the prohibitin genes did not affect the growth of *SCO2* or *YHM2* overexpressing strains (Fig. 2E). We conclude that the suppression of overexpression-induced growth defects in our suppressor mutant strains is specific for *MDM33*. In addition, we confirmed that deletions of prohibitin genes and *MDM33* display positive genetic interactions (Fig. S2A,B), as indicated by the MITO-MAP. Taken together, our genetic analysis suggests that Phb1, Phb2, Pam17, Fmp30, Atp20, and Mdm33 act in closely related cellular pathways. In the case of Pam17 we consider it possible that the Δ*pam17* deletion compromises the activity of the TIM23 protein import machinery and thereby reduces the levels of Mdm33 accumulating in mitochondria and renders the cells more resistant to *MDM33* overexpression.

Next, we asked whether the overexpression of prohibitins would cause a growth arrest, similar to *MDM33* overexpression. As Phb1 and Phb2 are functionally interdependent we overexpressed both proteins simultaneously from the same plasmid under control of the *GAL1/10* promoter^29^. This overexpression resulted in a slight growth defect (Fig. S2C). However, simultaneous overexpression of Phb1 and Phb2 together with Mdm33 was almost lethal (Fig. S2C). This result confirms the genetic interactions and points to a common, non-redundant role of Mdm33 and prohibitins in the same cellular pathway.

In addition to its role in ATP synthesis the ATP synthase plays an important role in mitochondrial cristae biogenesis^3^. We reasoned that defects in ATP synthesis, but not in cristae formation might be phenocopied by growth on oligomycin-containing medium, an inhibitor of the ATP synthase. Addition of 5 μg/ml oligomycin to the medium prevented growth of wild type cells on non-fermentable carbon sources, suggesting that ATP synthase activity is effectively blocked under these conditions (data not shown). However, on fermentable medium the addition of oligomycin had no effect on the growth of wild type or Δ*mdm33* cells (Fig. S2D), suggesting that the interactions with genes encoding ATP synthase subunits are not caused by defects in ATP synthesis. Intriguingly, Atp20 is an ATP synthase subunit mediating dimerization of the ATP synthase complex, a process crucial for cristae biogenesis^3^,^6^. The identification of this gene both in the MITO-MAP and in the *MDM33* overexpression screen suggests that the role of the ATP synthase in mitochondrial structure, rather than ATP synthesis, is important for the genetic interactions with *MDM33*.

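Of 22 strains lacking subunits or assembly factors of the ATP synthase that were on the array, 16 had enough signal to be tested, and 7 were detected on glucose with the MDM33 plasmid in both experiments. On galactose 3 were detected in both experiments. The strain lacking TIM11 (YDR322C-A), which encodes subunit e, the other dimerization factor, had 2128 units on galactose with the MDM33 plasmid in experiment 1 and 217 in experiment 2, against 11974 and 6116 on glucose. Its MITO-MAP score in Table S1 is the paper's value of -7.93. The strains lacking ATP1, ATP5 and ATP12, 3 further members with scores under -3, were hardly present on glucose with this plasmid, where ATP5 was detected in 1 experiment and the others in none, so their absence on galactose is not informative. None of the 16 strains passed the test in the interaction of plasmid and sugar, and their median interaction was 0.34. This test recovered no single strain on simulated data with the same spread in all groups. The list as a whole lay above other strains in the interaction by camera (adjusted p = 0.0121), which was lost with an estimated correlation (adjusted p = 0.832). On galactose against glucose, camera placed the list below other strains with the empty vector (adjusted p = 0.0201, and 0.603 with an estimated correlation). With the MDM33 plasmid the list did not differ from other strains by camera (adjusted p = 0.360). The difference in the interaction is therefore not particular to the MDM33 plasmid. The mean interaction of the list was -0.06, opposite in sign to its median, and that of all tested strains had a median of -1.61.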

### *Mdm33* is in proximity of Phb1, Phb2, and Atp20

To test whether the genetic interactions reflect physical proximity of the proteins in cells, we searched for Mdm33 interaction partners using a proteomic analysis. Specifically, we chemically cross-linked lysates of cells expressing a functional GFP-Mdm33 fusion using DSP and purified Mdm33 using anti-GFP antibodies. Interacting proteins were identified by mass spectrometry (LC-MS/MS). Analysis of total spectral counts indicated that the most robust interacting proteins were the prohibitins, which were detected proportionally to Mdm33 in purifications from cells expressing GFP-Mdm33 at endogenous levels from an allele integrated at the *MDM33* locus, a low-copy, or a multi-copy plasmid. In addition, Atp1 and Atp2, the alpha and beta subunits of the F_1_ sector of the ATP synthase, were found to interact with GFP-Mdm33 (Table 1). Thus, proteomic analysis suggests proximity between the Mdm33 complex, prohibitins, and the ATP synthase. These results are in good agreement with the genetic interactions of *MDM33* with *PHB1*, *PHB2*, and *ATP20*.

### Phospholipid homeostasis rather than fusion-fission dynamics is required for the formation of aberrant mitochondria in Δ*mdm33* cells

Cells lacking *MDM33* have a distinct mitochondrial morphological defect that includes formation of characteristic lariat-shaped structures and hollow spheres^18^. Therefore, we systematically examined mitochondrial morphology in cells with combined deletions of the *MDM33* gene and genes identified in our genetic and proteomic approaches and also genes encoding proteins directly involved in mitochondrial structure or dynamics (Table 2). Δ*mdm33* was found to be epistatic to most of the other deletion alleles, i.e. the Δ*mdm33* mitochondrial morphology phenotype was dominant, substantiating the central role of Mdm33 in mitochondrial morphogenesis. However, deletion of *FMP30*, *GEM1*, *MDM10*, *MDM12*, *MDM31*, *MDM34*, or *MMM1* resulted in a mitochondrial morphology phenotype that was epistatic to Δ*mdm33*, i.e. the distinct characteristic mitochondrial morphological defect of Δ*mdm33* was largely lost in these double mutants (Fig. 3). Δ*mdm33* Δ*phb1* and Δ*mdm33* Δ*phb2* double mutants showed an intermediate phenotype with largely tubular mitochondria and only few, small lariat-like structures (Fig. 3). Intriguingly, all of these genes are implicated in mitochondrial lipid metabolism: (i) Mdm10, Mdm12, Mdm34, and Mmm1 are core components of the ERMES complex that forms contact sites connecting the ER with mitochondria and participates in the import of lipids from the ER into mitochondria^20^,^30^,^31^. Gem1 is a regulator of ERMES^32^,^33^. (ii) Both Fmp30 and prohibitins are known to show strong genetic interactions with genes involved in mitochondrial CL and PE biosynthesis, and Fmp30 is required for maintenance of CL in the absence of mitochondrial PE synthesis^23^,^34^,^35^. (iii) Mdm31 is known to play an important role in CL biosynthesis in mitochondria, and overexpression of *MDM31* can partially compensate for the loss of ERMES^36^. The requirement of mitochondrial phospholipid biosynthesis factors for the manifestation of the characteristic Δ*mdm33* mitochondrial phenotype further supports a potential role of Mdm33 in this pathway.

In contrast, double mutants lacking the *MDM33* gene and genes encoding components of the mitochondrial fission machinery, *DNM1*, *FIS1*, or *MDV1*, resembled that of Δ*mdm33* single mutants. Lariat-shaped mitochondria characteristic for Δ*mdm33* could be found in double mutants lacking mitochondrial fusion factors Fzo1, Mdm30, or Mgm1. Mitochondria of these double mutants were more fragmented than that of Δ*mdm33* single mutants due to the fusion defect (Table 2). Triple mutants lacking Mdm33 and the outer membrane fusion and fission factors Fzo1 and Dnm1 appeared like the Δ*mdm33* single mutant (Fig. 3). Thus, mitochondrial fusion-fission dynamics is not required for formation of lariat-shaped mitochondria in cells lacking Mdm33. These results suggest that Mdm33 acts upstream of mitochondrial fusion and fission.

### Mdm33 affects phospholipid homeostasis in mitochondria

Our genetic and proteomic analyses suggested that *MDM33* participates in the organization of the inner membrane and mitochondrial lipid homeostasis. Therefore, we analyzed the phospholipid composition of mitochondria isolated from wild type, Δ*mdm33* cells, or *MDM33*-overexpressing cells by mass spectrometry. Although deletion of *MDM33* had no measurable effect on mitochondrial phospholipid composition, phospholipids that are synthesized in mitochondria, PE and CL, were strongly reduced in mitochondria from cells overexpressing *MDM33* (Fig. 4A), suggesting that Mdm33 affects mitochondrial phospholipid homeostasis. The combined deletion of genes required for production of CL and PE is synthetic lethal in yeast, indicating that CL and PE are partially redundant and that a sufficient level of either of them is required for cell survival^37^. Thus, disturbance of mitochondrial phospholipid biosynthesis upon overexpression of *MDM33* might contribute to the observed growth defect. Furthermore, it is known that changes in mitochondrial lipid composition cause septation of the mitochondrial inner membrane^11^. Therefore, we consider it likely that alterations of the PE and CL content in mitochondrial membranes contribute to the mitochondrial ultrastructure defect observed upon overexpression of *MDM33*^18^ (Fig. 5F).

PE biosynthesis occurs via multiple pathways^38^ (Fig. S3). In yeast the main pathway starts in the ER where PS is synthesized. PS is then transported to the mitochondrial inner membrane where the PS decarboxylase, Psd1, converts it to PE^39^,^40^. Contact sites of ER and mitochondria play a major role in the import of lipids into mitochondria^20^,^41^,^42^,^43^. Therefore, we checked whether the formation of ERMES, which was suggested to play a role in phospholipid exchange between both organelles^20^, is impaired by overexpression of *MDM33*. Impairment of ERMES is expected to change the localization of Mmm1, an ER-resident ERMES subunit, from patch-like assemblies to a diffuse ER signal^20^. Analysis of Mmm1-ERFP expressing strains by fluorescence microscopy revealed that ERMES localization is not affected by *MDM33* overexpression (Fig. 4B), suggesting that at least ERMES-dependent ER-mitochondria contact sites persist under these conditions.

Psd1 is required for processing of Mgm1^16^, which exists in two alternatively processed forms, both of which are required for mitochondrial inner membrane fusion^44^. As mitochondria are similarly fragmented in cells lacking Mgm1^45^ and in cells overexpressing *MDM33*^18^, we considered the possibility that altered lipid composition of mitochondria containing excess Mdm33 results in a defect in processing of Mgm1. However, Western blot analysis of total cell extracts revealed that this is not the case (Fig. 4C).

Next, we examined the conversion of PS to PE by addition of liposomes containing fluorescently labeled PS (NBD-PS) to isolated mitochondria and subsequent thin layer chromatography of mitochondrial lipids^46^. As expected, conversion of PS to PE was completely blocked when mitochondria were isolated from strains lacking phosphatidylserine decarboxylase activity (Fig. S4A). In contrast, mitochondria isolated from Δ*mdm33* cells showed wild type-like PS to PE conversion activity (Fig. S4B). Strikingly, mitochondria containing high Mdm33 levels showed only about 50-70% PS to PE conversion activity compared to the wild type (Fig. 4D,E). A Western blot analysis revealed that the protein level of Psd1 was not changed by *MDM33* overexpression (Fig. 4D). Taken together, our results suggest that the presence of excess Mdm33 has an impact on PE synthesis in mitochondria.

### Mdm33 contributes to mitochondrial division

Δ*mdm33* cells harbor large mitochondria that are often interconnected, and overexpression of *MDM33* results in mitochondrial fragmentation. These observations are suggestive of a role of Mdm33 in mitochondrial division^18^. To test a function of Mdm33 in this process more directly, we induced mitochondrial fragmentation in wild type, Δ*dnm1*, and Δ*mdm33* cells by treatment with sodium azide and observed mitochondrial morphology by fluorescence microscopy (Fig. 5A). Treatment of wild type cells led to rapid mitochondrial fragmentation, while Δ*dnm1* mitochondria remained interconnected, confirming that fragmentation is dependent on the mitochondrial fission machinery. In contrast, Δ*mdm33* mutants retained considerable fission activity. However, the number of cells with fragmented mitochondria was strongly reduced compared to the wild type suggesting that Mdm33 contributes to mitochondrial fission (Fig. 5A). Next, we analyzed cells expressing Dnm1-GFP by time-resolved live cell fluorescence microscopy. We could observe Dnm1-GFP-dependent matrix constriction and mitochondrial division in Δ*mdm33* cells (Fig. 5B). However, these events were restricted to a rather small tubular portion of the mitochondria and never occurred in the large ring-like structures. We conclude that Mdm33 contributes to efficient mitochondrial division, albeit it does not appear to constitute an essential component of the mitochondrial division machinery.

ER tubules wrap around mitochondria and mediate mitochondrial constriction prior to Dnm1 assembly^47^. This is spatially and functionally linked to ERMES, which tethers the ER and mitochondria^20^,^30^,^48^. The Miro GTPase Gem1 is required to disintegrate these contacts after the division event, thereby generating motile mitochondrial tips^48^. We asked whether the association of ERMES with sites of mitochondrial division might be disturbed in cells lacking Mdm33. We observed that the ER-resident ERMES subunit Mmm1 colocalizes with Dnm1-GFP in wild type and Δ*mdm33* cells, suggesting that this step of mitochondrial division does not require Mdm33 (Fig. 5C).

To test whether mitochondrial fragmentation and growth arrest upon *MDM33* overexpression depend on the outer membrane fission machinery we overexpressed *MDM33* in Δ*dnm1* strains. We observed a strong growth defect in cells lacking Dnm1, although we did not observe mitochondrial fragmentation (Fig. 5D,E). Instead we found parts of the mitochondrial network to be swollen. Electron microscopy revealed that overexpression of *MDM33* in the absence of Dnm1 causes swelling of the mitochondria and inner membrane septae formation (Fig. 5F). This indicates that mitochondrial fragmentation upon *MDM33* overexpression is Dnm1-dependent, whereas growth arrest and inner membrane remodeling are independent of Dnm1. Taken together, our results are consistent with the idea that Mdm33 is important to keep mitochondria in a fission-competent shape.

## Discussion

Here, we report several lines of evidence for an interaction of Mdm33 with molecular components and pathways of mitochondrial inner membrane homeostasis. The Δ*mdm33* deletion shows negative genetic interactions with genes required for synthesis of CL and positive genetic interactions with genes required for synthesis of the major phospholipids PS, PE, and PC, and with the prohibitin genes, *PHB1* and *PHB2*. The growth arrest upon *MDM33* overexpression is relieved by deletion of genes with a known role in mitochondrial lipid homeostasis, *PHB1*, *PHB2*, and *FMP30*. Taken together, our genetic analyses revealed a highly interconnected genetic interaction network also including ERMES, the ERMES regulatory subunit Gem1, and genes of the mitochondrial PE and CL biosynthesis pathways, namely *PSD1* and *CRD1* (Fig. 6). Furthermore, Mdm33 was found in crosslinks with Phb1 and Phb2. Thus, genetic data coupled with the proteomic analysis point to an involvement of Mdm33 in inner membrane phospholipid homeostasis.

Prohibitins are known modulators of mitochondrial inner membrane homeostasis and it is well established that they have an intimate functional relationship with the lipid composition of mitochondrial membranes, especially with the levels of PE and CL^19^. We previously proposed that ring-like prohibitin complexes might serve as membrane organizers modulating the distribution of PE and CL within the membrane^35^. Strikingly, Mdm33 overexpression lowers the levels of the same phospholipids that are also affected by prohibitins, namely PE and CL. An interaction of Mdm33 with prohibitins is further substantiated by three independent lines of evidence: a positive genetic interaction of prohibitin deletions with Δ*mdm33*, suppression of *MDM33* overexpression-induced growth arrest by prohibitin deletions, and a physical interaction of prohibitins with Mdm33 in cross-linked cell extracts. It is therefore conceivable that Mdm33 cooperates with prohibitins to modulate the proper organization of the inner membrane and the associated lipid biosynthetic pathways.

Accumulating evidence suggests that modulation of lipid composition is an important aspect of mitochondrial membrane fusion and fission^38^,^49^. For example, the biosynthesis of PE and CL is intimately linked to mitochondrial fusion in yeast^16^,^50^,^51^, CL plays a major role in mitochondrial division in *Arabidopsis thaliana*^52^, and CL stimulates the assembly of Mgm1/Opa1 and Drp1^51^,^53^,^54^. We show here that excess Mdm33 has an impact on the abundance of PE and CL. These are both non-bilayer forming lipids with small headgroups and therefore confer negative curvature to mitochondrial membranes, a feature that is particularly important during fusion or fission^55^. Thus, it is conceivable that Mdm33 activity affects the dynamic properties of the inner membrane.

Our previous characterization of the Δ*mdm33* mutant provided evidence for a role of Mdm33 in mitochondrial inner membrane division. Mutant cells have a unique phenotype with extremely extended and often ring-shaped giant mitochondria. We proposed that these aberrant organelles can form only in the absence of frequent division events^18^. Here, we show that deletion of the *MDM33* gene impedes azide-induced mitochondrial fragmentation. Furthermore, time-resolved fluorescence microscopy revealed that Dnm1 and ERMES-dependent mitochondrial fission events do occur in the absence of Mdm33, albeit at strongly reduced frequency. This indicates that Mdm33 plays an auxiliary role in mitochondrial fission, rather than being an essential part of the division machinery. Lariat-shaped mitochondria characteristic of mutants lacking *MDM33* are prevalent in double and triple mutants lacking fusion and fission factors. Thus, Δ*mdm33* is epistatic to the deletion of genes encoding core components of the fusion and fission machineries. Furthermore, Mdm33 overexpression-induced inner membrane septae form independently of Dnm1. These observations suggest that Mdm33 acts upstream of fusion and fission.

Taken together, our observations suggest that Mdm33 is in an ideal position to link mitochondrial inner membrane lipid homeostasis and structure to mitochondrial dynamics. We consider it possible that the activity of Mdm33 is required to prepare the inner membrane for division by local modulation of its phospholipid composition and biophysical properties. For example, Mdm33 might contribute to the formation of microdomains that are particularly enriched in PE and CL to generate curvature. Formation of these microdomains then renders the membrane competent for fission (i.e. fusion of the inner membrane from the matrix side). Future work will be required to test this idea and reveal whether Mdm33 is directly involved in this process.

The exact molecular role of Mdm33 remains unknown. The reduction of mitochondrial PE and CL levels upon Mdm33 overexpression points to an involvement in phospholipid metabolism. On the other hand, we did not detect an altered lipid composition of Δ*mdm33* mitochondria. Thus, it is possible that Mdm33 is not the limiting factor in wild type mitochondria, or that the activity of Mdm33 modulates the local distribution, rather than the absolute level, of mitochondrial phospholipids. It is equally well possible that Mdm33 indirectly affects membrane phospholipid homeostasis, e.g. by acting as a regulator of the prohibitin ring complex, or MICOS assembly, or ATP synthase dimerization. We are confident that the genetic and proteomic interaction network reported here will help to reveal the molecular function of Mdm33 in the future.

## Methods

### Yeast strain constructions

Plasmids and cloning procedures are described in the supplementary methods. Standard procedures were used for manipulation of yeast. Yeast deletion mutants were taken from the yeast deletion collection^21^. Double deletion mutants were constructed by mating and tetrad dissection. Yeast strains were isogenic to BY4741, BY4742, and BY4743^56^, if not indicated otherwise. For rapid generation of double mutants the synthetic genetic array (SGA) technology was used^57^. ORF replacement of *MDM33* was achieved by homologous recombination. The *URA3* marker used for this purpose was amplified using the plasmid pYES-mtGFP^58^ as template and oligonucleotides 5′-GAT CAT TGG GGT CTT TTT CGT TGT GAA ATT GTA ACG GGT GAA CTC AGT GAT TGA ATC TTA GAT CAC ACT GCC TTT G and 5′-TGT ATT TAT GAT TTT ATT ATG TAC AAG GAT AAA GGA TGA AAA AAA TGC ATG CGT GTT ACC GCT GTT GAG ATC CAG TTC.

### Microscopy

Epifluorescence microscopy was performed using an Axiophot or an Axioplan 2 microscope (Carl Zeiss Lichtmikroskopie, Göttingen, Germany) equipped with a Leica DCF360FX Camera with Leica LAF AF Version 2.2.1 Software (Leica Microsystems, Wetzlar, Germany) or an Evolution VF Mono Cooled monochrome camera (Intas, Göttingen, Germany) with Image ProPlus 5.0 and Scope Pro4.5 software (Media Cybernetics, Silver Spring, MD), respectively. For time-resolved live cell microscopy in Fig. 5B cells were observed with a Leica DMI 6000 wide field fluorescence microscope equipped with a Leica DFC360FX camera and Leica LAS AF Software Version 2.1.0. Image manipulations other than minor adjustments of brightness and contrast were not performed. For electron microscopy, cells were grown to log phase and prepared essentially as described^59^. Ultrathin 50 nm sections were poststained for 20 min with 2% uranyl acetate and for 3 min in lead citrate. Samples were examined in a Zeiss CEM 902 (Carl Zeiss, Oberkochen, Germany) transmission electron microscope operated at 80 kV. Micrographs were taken using a 1350 × 1050 pixel Erlangshen ES500W CCD camera (Gatan, Peasanton, CA) and Digital Micrograph software (version 1.70.16).

### Microarray design and hybridization, immunoprecipitation and LC MS/MS analysis

The rationale and procedure for microarray design and hybridization is outlined in the supplementary methods. Immunoprecipitation was performed basically as described previously^8^ with adjustments, as outlined in the supplementary methods.

### Lipid profiling by mass spectrometry and *in vitro* Psd1 activity assay

Mitochondria for lipid profiling and measurement of Psd1 activity were isolated from yeast cells by differential centrifugation and further purified by sucrose gradient centrifugation. Mass spectrometric phospholipid analysis of isolated mitochondria was performed as described^11^. The preparation of liposomes and the *in vitro* assay for Psd1 activity were performed essentially as described previously^46^. Lipids in stock solutions in chloroform were mixed at the desired molar ratio, and the solvent was evaporated under a flow of dry nitrogen. The dried lipids were hydrated in 800 μl of reaction buffer (300 mM sucrose, 150 mM KCl, 10 mM Tris-HCl, pH 7.5, 1 mM DTT) by repeated cycles of incubation at 30 °C, vortexing, and freeze-thawing. After 1 h hydration the liposomes were prepared by extruding 30 times at 30 °C using an Avanti Mini-Extruder with 0.2 μm polycarbonate membranes according to the manufacturer’s instructions. Liposomes were stored at 4 °C and used within 5 days.

For thin layer chromatography, phospholipids were extracted from mitochondria by vortexing in 500 μl of 2:1 chloroform/methanol for 15 min at room temperature using a Disruptor Genie (Scientific Industries, Bohemia, NY). 100 μl of water were added and the samples were vortexed for additional 5 min. The organic phase was separated by centrifugation at 400 x g for 5 min and dried under a constant flow of nitrogen. The samples were resuspended in 60 μl of chloroform and 20 μl of each sample was subjected to TLC analysis. Silica gel plates (Fluka Analytical, Sigma-Aldrich, St. Louis, MO) were developed with chloroform/methanol/acetone/water/acetic acid (50:10:20:5:15, vol/vol/vol/vol/vol). NBD fluorescence was imaged with an ImageQuant LAS 4000 gel documentation system (GE Healthcare Europe GmbH, Freiburg, Germany) using excitation and detection wavelengths for GFP.

## Additional Information

**Accession codes:** Microarray and sample annotation data were deposited at NCBI’s Gene Expression Omnibus (GEO) data repository under accession no. GSE49580.

**How to cite this article**: Klecker, T. *et al.* Interaction of *MDM33* with mitochondrial inner membrane homeostasis pathways in yeast. *Sci. Rep.* **5**, 18344; doi: 10.1038/srep18344 (2015).

## Supplementary Material

Supplementary Information

Supplementary Table 1

Supplementary Table 2

## Figures and Tables

**Figure 1:**
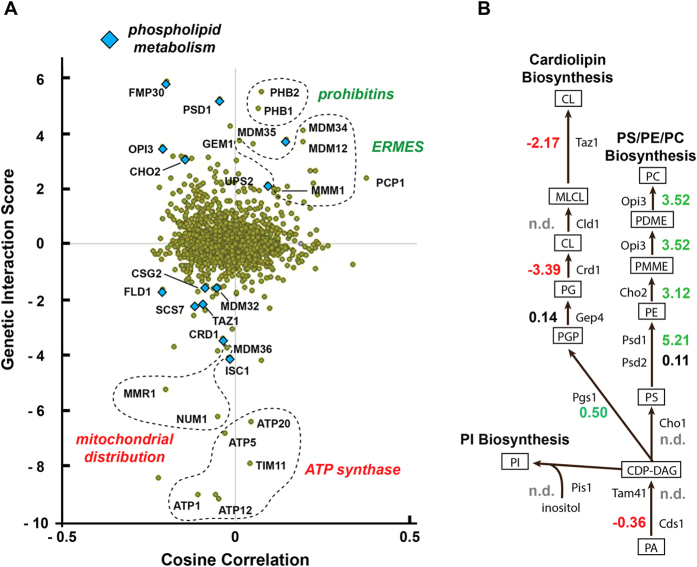
*MDM33* interacts with genes encoding components of phospholipid biosynthesis. (**A**) A genetic connection scatter plot of *MDM33* was generated using data from the MITO-MAP^8^. Each point in the scatter plot represents one gene. The x-axis represents the cosine correlation between the Δ*mdm33* interaction scores and the interaction scores obtained for the represented gene. The cosine correlation coefficients are generated by comparing the genetic interaction profiles of Δ*mdm33* to the profiles of all other 1,481 genes included in the MITO-MAP^8^. It represents a measure of the similarity of two genes’ genetic interactomes and serves as a measure of their functional similarity. The y-axis indicates interaction score between Δ*mdm33* and the represented gene. Several genes acting in phospholipid metabolism, mitochondrial inner membrane homeostasis (prohibitins), mitochondrial ER contacts (ERMES), mitochondrial distribution, and ATP synthase are highlighted. (**B**) Pathways of phospholipid biosynthesis. Positive (green), neutral (black), and negative (red) genetic interaction scores are indicated. CDP-DAG, cytidinediphosphate-diacylglycerol; CL, cardiolipin; MLCL, monolyso-cardiolipin; PA, phosphatidic acid; PC, phosphatidylcholine; PDME, phosphatidyldimethyl-ethanolamine; PE, phosphatidylethanolamine; PG, phosphatidylglycerol; PGP, phosphatidyl-glycerolphosphate; PI, phosphatidylinositol; PMME, phosphatidylmonomethyl-ethanolamine; PS, phosphatidylserine.

**Figure 2:**
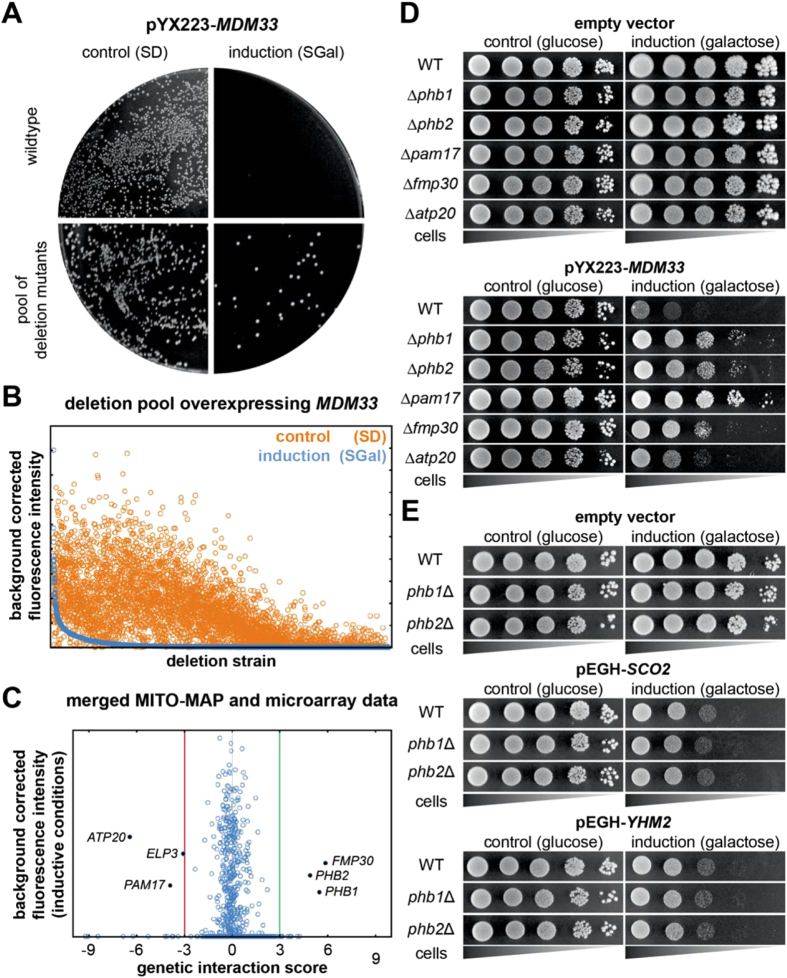
Genome-wide screen for suppressors of *MDM33* overexpression-induced growth arrest. (**A**) Wild type cells or pooled deletion strains were transformed with pYX223-*MDM33* (multicopy plasmid for expression of *MDM33* under control of the *GAL1/10* promoter) or the empty vector and plated on synthetic medium containing glucose (control (SD)) or galactose (induction (SGal)) as carbon source. Growth was observed after 3 days of incubation at 30 °C. (**B**) A pool containing the 4,987 strains of the *MAT*α haploid non-essential yeast deletion library was transformed with pYX223-*MDM33*, plated on synthetic medium containing glucose (control) or galactose (induction) as carbon source and strain abundance was quantified by microarray hybridization. Shown are normalized and background corrected microarray fluorescence signal values for the barcodes of each deletion strain. Strains are in descending order according to the fluorescence intensity under inducing condition (blue circles, arbitrary units). Fluorescence intensity under control condition is indicated by orange circles. (**C**) Scatter plot showing the genetic interaction score between *MDM33* and the represented gene according to the MITO-MAP (compare Fig. 1) and the normalized and background corrected microarray fluorescence signal taken from (**B**). (**D**) Strains were transformed with pYX223-*MDM33* for expression of *MDM33* under control of the *GAL1/10* promoter or the corresponding empty vector. 10-fold serial dilutions were spotted on synthetic complete medium containing glucose or galactose as carbon source and incubated at 30 °C for 2 (glucose) or 8 (galactose) days. In this and the following figures all samples that are shown in the same figure received an identical treatment in the same experiment. (**E**) Strains were transformed with an empty vector or a multicopy plasmid for overexpression of *SCO2* or *YHM2* from the *GAL1/10* promoter. 10-fold serial dilutions were spotted on synthetic complete medium containing glucose or galactose as carbon source. Growth was scored after incubation at 30 °C for 3 days.

**Figure 3:**
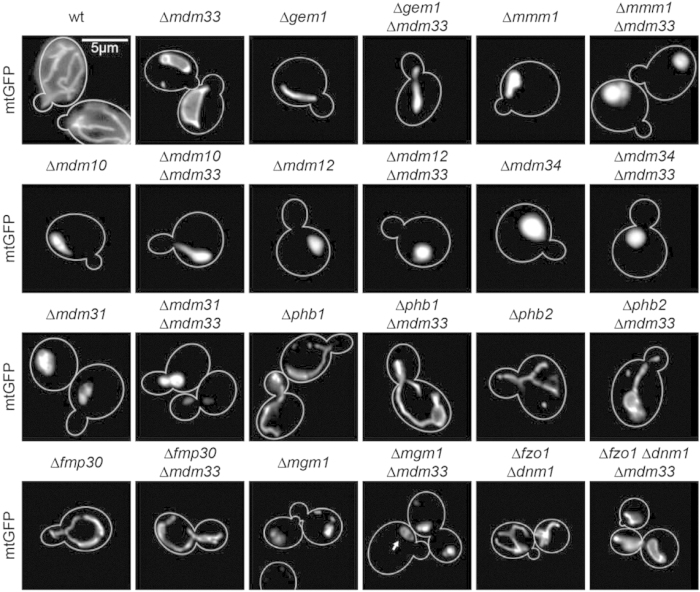
Formation of aberrant mitochondrial structures in Δ*mdm33* cells depends on components of inner membrane homeostasis, but not fusion and fission pathways. Cells expressing mitochondrial matrix targeted GFP (mtGFP) were grown to logarithmic growth phase in YPD and analyzed by fluorescence microscopy. Cell outlines are indicated by a white line. The arrow indicates smaller spherical mitochondria in Δ*mgm1* Δ*mdm33* double mutant cells. Bar, 5 μm. See also Table 2.

**Figure 4:**
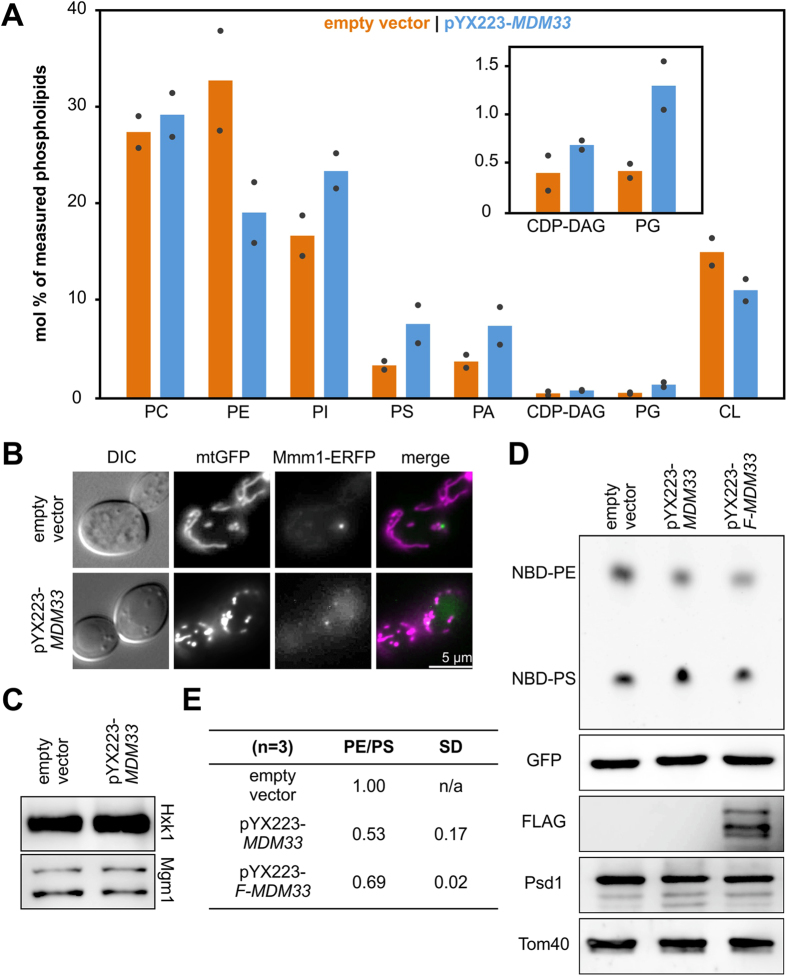
Mdm33 affects mitochondrial phospholipid homeostasis. (**A**) Phospholipidome of mitochondria isolated from cells transformed with pYX223-*MDM33* for expression of *MDM33* under control of the *GAL1/10* promoter (blue) or the corresponding empty vector (orange) and grown in synthetic complete medium containing galactose as carbon source. Phospholipid analysis was done by quantitative mass spectrometry. Bars represent the mean values of two independent mitochondrial preparations. The mean values of two technical replicates for each of the mitochondrial preparations are indicated by black dots. (**B**) Wild type cells expressing mitochondrial matrix targeted GFP (mtGFP), and ERFP-tagged Mmm1 (pRS316-MMM1-ERFP) were transformed with pYX223-*MDM33* or the empty vector, grown to the logarithmic growth phase in synthetic complete medium containing galactose as carbon source, and analyzed by fluorescence microscopy. Bar, 5 μm. (**C**) Western blot analysis of whole cell extracts of wild type cells carrying an empty vector or pYX223-*MDM33*. Cells were grown overnight in synthetic complete medium containing galactose as carbon source and diluted to logarithmic growth phase. Protein was extracted from the cells by boiling in sample buffer after alkaline treatment. (**D**) *In vitro* Psd1 activity assay. Mitochondria were isolated from wild type cells carrying an empty vector or overexpressing Mdm33 (pYX223-*MDM33*) or a FLAG-tagged version of Mdm33 (pYX223-*F-MDM33*) and incubated with liposomes containing NBD-PS for 30 minutes at 30 °C. Total lipids were isolated and separated by TLC. Shown is the NBD-fluorescence. The same samples were analyzed by Western blotting. (**E**) Quantifications are the ratio of the NBD-PE and NBD-PS signals normalized to the wild type-ratio. Shown are mean values and standard deviation obtained from three independent experiments.

**Figure 5:**
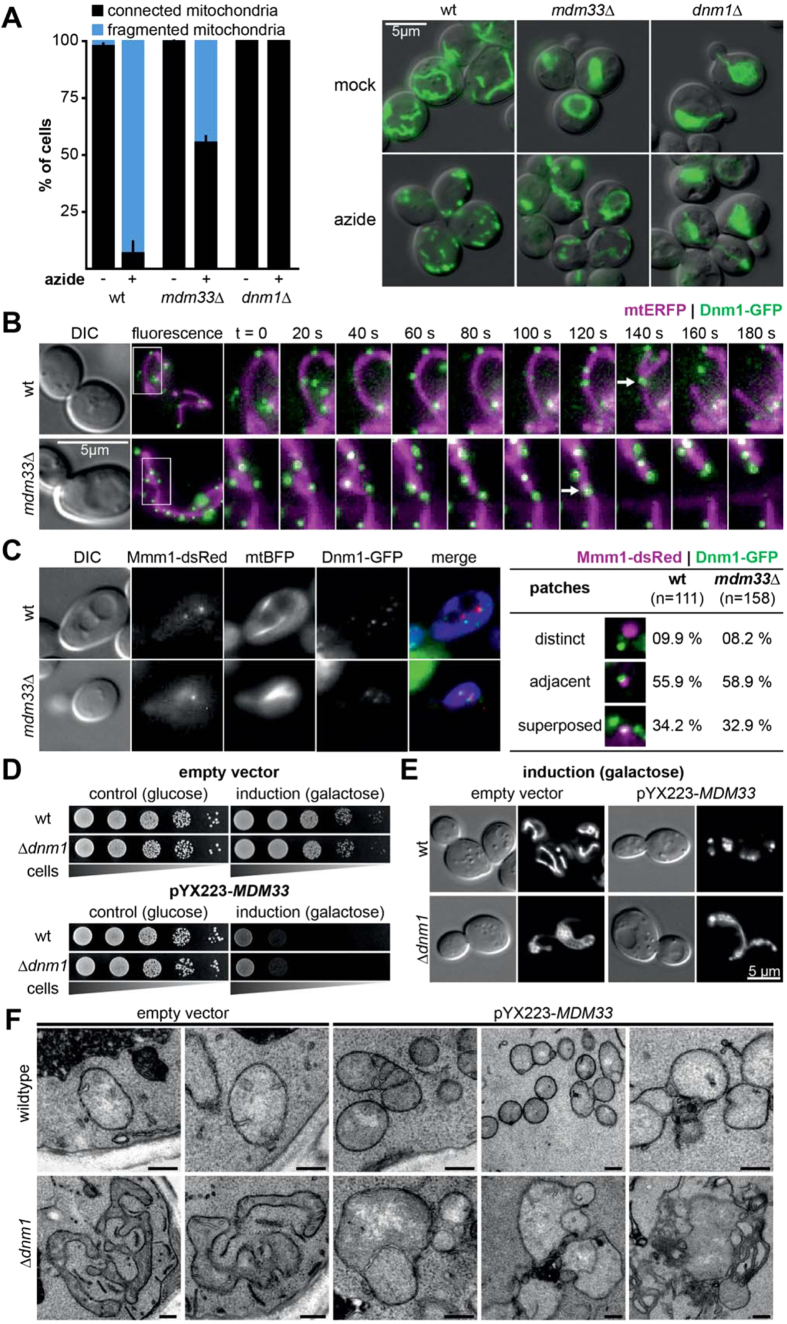
Mdm33 is required for mitochondrial fission. (**A**) Cells expressing mitochondrial matrix targeted GFP (mtGFP) were grown to logarithmic growth phase in YPD, either mock-treated or incubated for 40 min with 0.5 mM sodium azide, fixed in 3.7% formaldehyde, and analyzed by fluorescence microscopy. For each strain cells containing fragmented mitochondria were scored. Error bars indicate standard deviations of 3 independent experiments with 150 cells per experiment. Images are merges of DIC and GFP fluorescence. Bar, 5 μm. (**B**) Time lapse series of cells grown to logarithmic growth phase in synthetic complete medium and expressing mitochondrial matrix targeted ERFP (mtERFP) and Dnm1-GFP. Images represent maximum intensity projections of fluorescence image z stacks. Arrows highlight mitochondrial division events. Bar, 5 μm. (**C**) Cells expressing Dnm1-GFP, Mmm1-ERFP, and mitochondria targeted BFP (mtBFP) were grown to logarithmic growth phase in synthetic complete medium and analyzed by fluorescence microscopy. For both strains cells were scored for association of Mmm1-ERFP with Dnm1-GFP patches. Bar, 5 μm. (**D**) Strains were transformed with a multicopy plasmid for overexpression of *MDM33* from the inducible *GAL1/10* promoter (pYX223-*MDM33*) or an empty vector. 10-fold serial dilutions were spotted on synthetic complete medium containing glucose (repression of the *GAL* promoter) or galactose (induction of the *GAL* promoter) as carbon source and incubated at 30 °C for 2-4 days. (**E**) Control cells (empty vector) and cells overexpressing *MDM33* from the *GAL1/10* promoter (pYX223-*MDM33*) and mtGFP were grown overnight in synthetic complete medium containing galactose as carbon source, diluted to logarithmic growth phase and analyzed by fluorescence microscopy. Bar, 5 μm. (**F**) Electron micrographs of ultrathin sections of cells grown as in (**E**). Bars, 200 nm.

**Figure 6:**
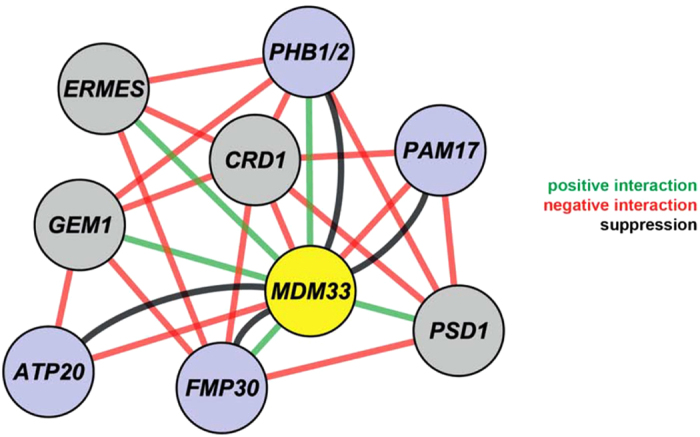
*MDM33* is part of a genetic network modulating mitochondrial phospholipid biosynthesis. Nodes in the genetic interaction network of *MDM33* represent deleted or overexpressed genes; connecting lines represent genetic interactions. The network is based on the scores obtained in the MITO-MAP (blue and grey) and in the suppressor screen (blue). Green and red lines indicate genetic interactions between deletion mutants (MITO-MAP); black lines indicate genetic interactions of *MDM33* overexpression with deletion mutants (suppressor screen). The genetic interaction network was created using the Cytoscape software^60^.

**Table 1:** Mdm33 is in proximity of prohibitins and ATP synthase.

protein identified	total spectrum count (% coverage)		
	integrated GFP-Mdm33	low copy GFP-Mdm33	high copy GFP-Mdm33
Mdm33	203 (64%)	450 (76%)	512 (77%)
Phb1	8 (20%)	35 (56%)	45 (56%)
Phb2	13 (22%)	48 (49%)	65 (51%)
Atp1	9 (12%)	42 (24%)	54 (28%)
Atp2	9 (15%)	120 (60%)	74 (43%)

Immunoprecipitates of cross-linked GFP-Mdm33 were analyzed by mass spectrometry. The number of peptides and percent coverage is shown for each identified protein.

**Table 2:** Screen for genes that are required for the formation of aberrant mitochondrial structures in the Δ*mdm33* mutant.

Mutant	Interaction score	Mitochondrial phenotype
Δ*mdm33* Δ*atp12*	−9,2	Δ*mdm33*
Δ*mdm33* Δ*tpm1*	−9,03	Δ*mdm33*
Δ*mdm33* Δ*ptc1*	−8,42	Δ*mdm33*
Δ*mdm33* Δ*tim11*	−7,93	Δ*mdm33*
Δ*mdm33* Δ*atp5*	−6,82	Δ*mdm33*
Δ*mdm33* Δ*atp20*	−6,41	Δ*mdm33*
Δ*mdm33* Δ*num1*	−6,21	Δ*mdm33*
Δ*mdm33* Δ*mmr1*	−5,26	Δ*mdm33*
Δ*mdm33* Δ*yta12*	−4,21	Δ*mdm33*
Δ*mdm33* Δ*isc1*	−4,09	Δ*mdm33*
Δ*mdm33* Δ*pam17*	−3,87	Δ*mdm33*
Δ*mdm33* Δ*mdm36*	−3,76	Δ*mdm33*
Δ*mdm33* Δ*pep7*	−3,69	Δ*mdm33*
Δ*mdm33* Δ*crd1*	−3,39	Δ*mdm33*
Δ*mdm33* Δ*cap1*	−2,31	Δ*mdm33*
Δ*mdm33* Δ*taz1*	−2,17	Δ*mdm33*
Δ*mdm33* Δ*mic19*	−1,52	Δ*mdm33*
Δ*mdm33* Δ*mic60*	−1,26	Δ*mdm33*
Δ*mdm33* Δ*afg3*	−1,24	Δ*mdm33*
Δ*mdm33* Δ*mic12*	−1,03	Δ*mdm33*
Δ*mdm33* Δ*mdm32*	−0,54	Δ*mdm33*
Δ*mdm33* Δ*caf4*	−0,43	Δ*mdm33*
Δ*mdm33* Δ*dnm1*	−0,37	Δ*mdm33*
Δ*mdm33* Δ*ypt11*	−0,28	Δ*mdm33*
Δ*mdm33* Δ*mdv1*	−0,15	Δ*mdm33*
Δ*mdm33* Δ*ups1*	−0,06	Δ*mdm33*
Δ*mdm33* Δ*mgm101*	0	Δ*mdm33*
Δ*mdm33* Δ*mic26*	0	Δ*mdm33*
Δ*mdm33* Δ*fis1*	0,1	Δ*mdm33*
Δ*mdm33* Δ*mdm30*	0,35	Δ*mdm33*, fragmented
Δ*mdm33* Δ*mgm1*	0,38	Δ*mdm33*, fragmented
Δ*mdm33* Δ*mip1*	0,4	Δ*mdm33*
Δ*mdm33* Δ*mdm38*	0,71	Δ*mdm33*
Δ*mdm33* Δ*mdm10*	1,27	Δ***mdm10***
Δ*mdm33* Δ*ugo1*	1,42	Δ***ugo1***
Δ*mdm33* Δ*fzo1*	1,78	Δ*mdm33*, fragmented
Δ*mdm33* Δ*yme1*	1,92	Δ***yme1***
Δ*mdm33* Δ*mmm1*	1,99	Δ***mmm1***
Δ*mdm33* Δ*sur4*	2,03	Δ*mdm33*
Δ*mdm33* Δ*swi4*	2,08	Δ*mdm33*
Δ*mdm33* Δ*gep5*	2,1	Δ*mdm33*
Δ*mdm33* Δ*ctk1*	2,11	Δ*mdm33*
Δ*mdm33* Δ*snf1*	2,11	Δ*mdm33*
Δ*mdm33* Δ*erg3*	2,16	Δ*mdm33*
Δ*mdm33* Δ*ups2*	2,16	Δ*mdm33*
Δ*mdm33* Δ*slg1*	2,17	Δ*mdm33*
Δ*mdm33* Δ*ppa2*	2,2	Δ*mdm33*
Δ*mdm33* Δ*erg5*	2,21	Δ*mdm33*
Δ*mdm33* Δ*apq12*	2,23	Δ*mdm33*
Δ*mdm33* Δ*scs2*	2,23	Δ*mdm33*
Δ*mdm33* Δ*cbf1*	2,24	Δ*mdm33*
Δ*mdm33* Δ*ted1*	2,24	Δ*mdm33*
Δ*mdm33* Δ*bre5*	2,39	Δ*mdm33*
Δ*mdm33* Δ*sac1*	2,46	Δ*mdm33*
Δ*mdm33* Δ*sro7*	2,53	Δ*mdm33*
Δ*mdm33* Δ*bst1*	2,61	Δ*mdm33*
Δ*mdm33* Δ*snf4*	2,74	Δ*mdm33*
Δ*mdm33* Δ*arv1*	2,88	Δ*mdm33*
Δ*mdm33* Δ*ice2*	3,03	Δ*mdm33*
Δ*mdm33* Δ*bem1*	3,08	Δ*mdm33*
Δ*mdm33* Δ*cho2*	3,12	Δ*mdm33*
Δ*mdm33* Δ*mrc1*	3,13	Δ*mdm33*
Δ*mdm33* Δ*sec66*	3,16	Δ*mdm33*
Δ*mdm33* Δ*rps4a*	3,17	Δ*mdm33*
Δ*mdm33* Δ*opi3*	3,52	Δ*mdm33*
Δ*mdm33* Δ*ilm1*	3,63	Δ*mdm33*
Δ*mdm33* Δ*mdm12*	3,71	Δ***mdm12***
Δ*mdm33* Δ*gem1*	3,73	Δ***gem1***
Δ*mdm33* Δ*mdm35*	3,76	Δ*mdm33*
Δ*mdm33* Δ*mdm34*	4,12	Δ***mdm34***
Δ*mdm33* Δ*hof1*	4,26	Δ*mdm33*
Δ*mdm33* Δ*phb2*	4,91	**intermediate**
Δ*mdm33* Δ*psd1*	5,23	Δ*mdm33*
Δ*mdm33* Δ*phb1*	5,51	**intermediate**
Δ*mdm33* Δ*fmp30*	5,89	**intermediate**

75 double mutants were generated using the SGA technology, cells expressing mitochondrial matrix targeted GFP (mtGFP) were grown to logarithmic growth phase in YPD, and mitochondrial morphology was analyzed by fluorescence microscopy. The table includes the scores for the genetic interaction between both deleted genes according to the MITO-MAP^8^. Mitochondrial phenotypes in which the characteristic Δ*mdm33* morphology was not prevalent are highlighted in bold type.

# Supplementary material for: Interaction of MDM33 with mitochondrial inner membrane homeostasis pathways in yeast
**Source:** Sci Rep. 2015 Dec 16;5:18344. doi: 10.1038/srep18344
**Supplement:** Supplementary Information

SUPPLEMENTARY MATERIALS

Interaction of *MDM33* with mitochondrial inner membrane homeostasis pathways in yeast

Till Klecker¹, Megan Wemmer², Mathias Haag³, Alfons Weig⁴, Stefan Böckler¹, Thomas Langer³, Jodi Nunnari², and Benedikt Westermann^{1,*}

Content:

Supplementary figures 1-4

Legend to supplementary tables 1 and 2

Supplementary methods

Supplementary references

Supplementary figures

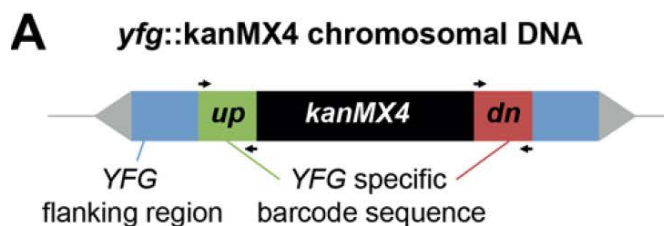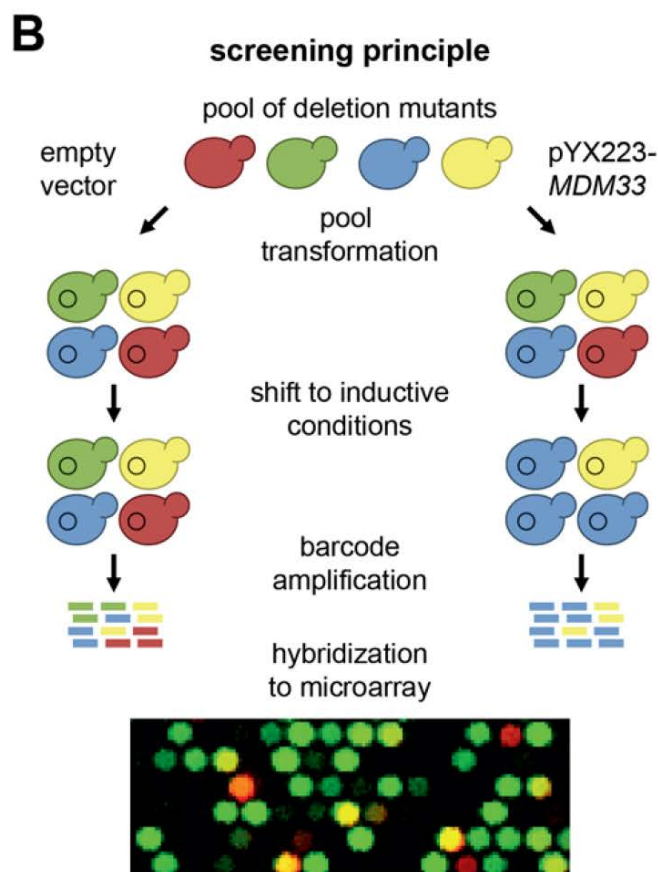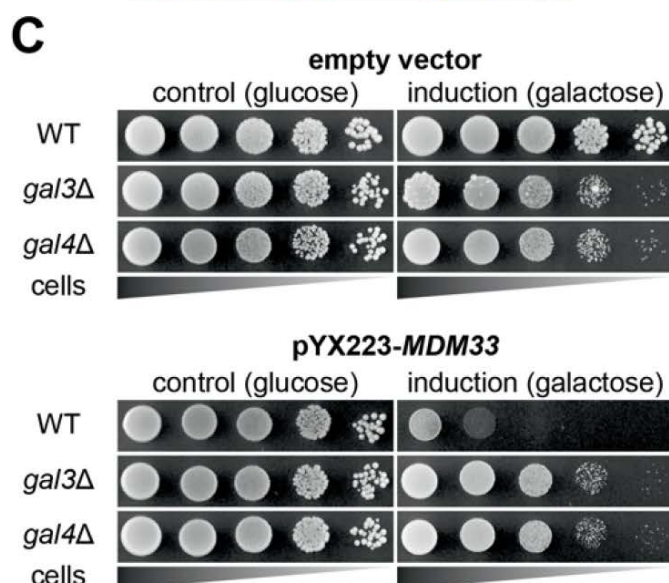

Figure S1. Screen for genetic interaction partners of *MDM33*. (A) Schematic representation of a bar-coded deletion allele in strains of the yeast deletion collection¹. (B) Outline of the microarray-based genome wide suppressor screen. pYX223-*MDM33* was used for overexpression of *MDM33* from the *GAL1/10* promoter. (C) Strains were transformed with a multicopy plasmid for overexpression of *MDM33* from the inducible *GAL1/10* promoter (pYX223-*MDM33*) or the respective empty vector. 10-fold serial dilutions were spotted on synthetic complete medium containing glucose or galactose as carbon source and incubated at 30°C for 2 (glucose) or 4 days (galactose).

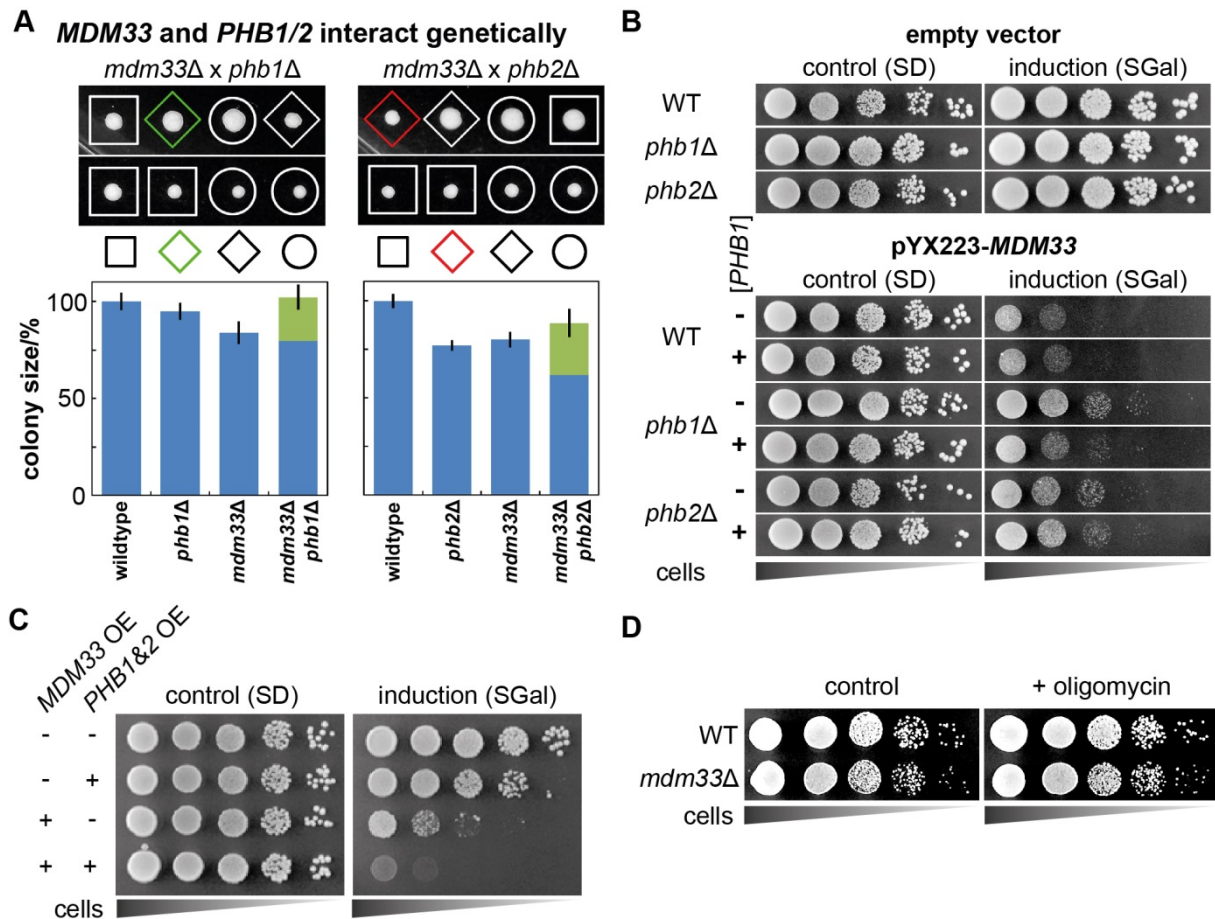

Figure S2. *PHB1* and *PHB2* genetically interact with *MDM33*. (A) Double mutants of $\Delta phb1/2$ and $\Delta mdm33$ were generated by tetrad dissection. The growth of more than 150 spores was scored for each cross and set in relation to the mean growth of the wild type spores. Shown are representative tetrads and the mean colony size in percent of wild type. Error bars indicate standard error. Green bars indicate the difference of the observed colony size and the size that would be expected if the genes would not interact. (B) Strains harboring a multicopy plasmid for overexpression of *MDM33* from the inducible *GAL1/10* promoter (pYX223-*MDM33*) or the respective empty vector were transformed with a low copy plasmid for expression of *PHB1*. 10-fold serial dilutions were spotted on synthetic complete medium containing glucose (repression of the *GAL* promoter) or galactose (induction of the *GAL* promoter) as carbon source and incubated at 30°C for 2-4 days. (C) 10-fold serial dilutions of strains overexpressing *MDM33* from plasmid pYX223-*MDM33* (*MDM33* OE) and/or both prohibitin genes under control of the *GAL1/10* promoter (*PHB1&2* OE) were spotted on synthetic complete medium containing glucose (control) or galactose (induction) as carbon source and incubated at 30°C for 2-4 days. (D) 10-fold serial dilutions of wild type and $\Delta mdm33$ cells were spotted on glucose-containing medium (YPD) without (control) or with the addition of 5 μ g/ml oligomycin and incubated at 30°C for 2 days.

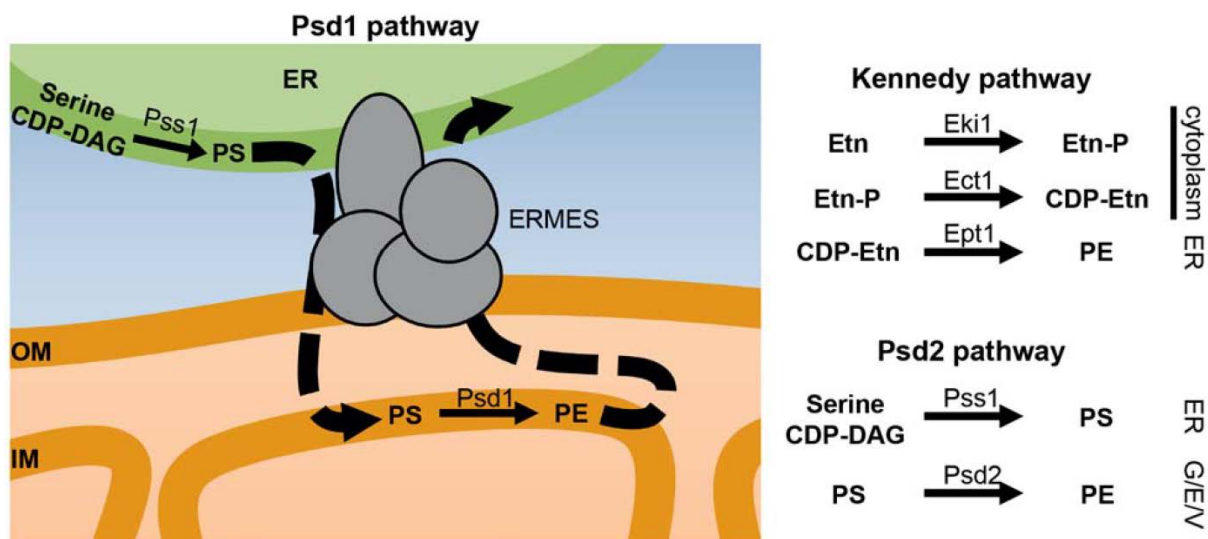

Figure S3. Phosphatidylethanolamine biosynthesis pathways in yeast. Dashed lines indicate transport, solid lines indicate enzymatic reactions. OM, mitochondrial outer membrane; IM, mitochondrial inner membrane; G/E/V: Golgi / endosome / vacuole; ERMES, ER-mitochondria encounter structure; PS, phosphatidylserine; PE, phosphatidylethanolamine; Etn, ethanolamine; Etn-P, phosphorylethanolamine; CDP-Etn, CDP-ethanolamine; CDP-DAG, CDP-diacylglycerol.

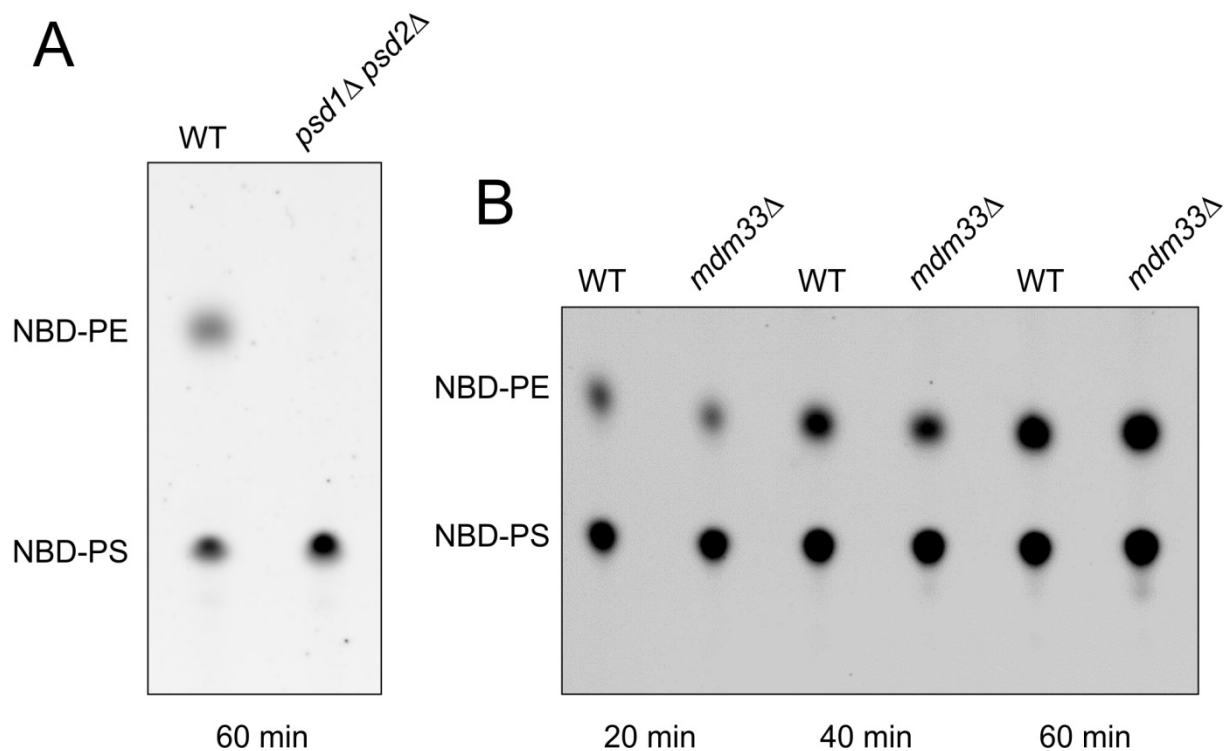

Figure S4. PS to PE conversion is unaffected in $\Delta mdm33$ mitochondria. (A) Mitochondria were isolated from a $\Delta psd1 \Delta psd2$ strain and incubated with liposomes containing NBD-PS. Total lipids were isolated and separated by TLC. Shown is the NBD-fluorescence. (B) Wild type and $\Delta mdm33$ mitochondria were incubated with liposomes containing NBD-PS for the indicated time periods and analyzed as above.

Table S1. MITO-MAP interaction scores of $\Delta mdm33$. The table lists genetic interaction scores of the $\Delta mdm33$ deletion (alternative gene names *SHE9* or *YDR393w*) extracted from the MITO-MAP². Interacting genes are ordered according to their interaction scores in ascending order. Highly significant negative interactions (score less than -3) are labelled in red, highly significant positive interactions (score more than 3) are labelled in green.

Table S1 is available as a separate Excel spreadsheet.

Table S2. Scores from the microarray-based genome-wide screen for suppressors of *MDM33* overexpression induced toxicity. A pool containing the 4,987 strains of the *MAT α* haploid non-essential yeast deletion library was transformed with pYX223-*MDM33*, plated on synthetic complete medium containing glucose or galactose as carbon source, and strain abundance was quantified by microarray hybridization. Normalized and background corrected microarray fluorescence signal values for the barcodes of each deletion strain are indicated for both conditions. The table also includes scores for the genetic interaction between the indicated gene and *MDM33* and their respective interactome similarity. Latter scores were taken from the MITO-MAP². Red color indicates negative genetic interactions, green color indicates positive genetic interactions with a threshold of -3 and +3, respectively.

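A signal per strain was computed as the mean of the 2 experiments, each averaged first over dyes and then over uptag and downtag, and compared with Table S2. Of the 5417 strains in the table, 1380 were available in the copy used here, and 1338 had a name matching a strain on the array. The mean computed in this way was within 0.1% of the paper's values in all 4 groups for 1308 of these 1338 strains, or 97.8%. The other 42 names each equal the name of a strain on the array without its suffix letter. For the gal3 strain, the value computed with the MDM33 plasmid was 14602 units on glucose and 238572 on galactose, and the paper's values are 14601.7 and 238572.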

Table S2 is available as a separate Excel spreadsheet.

Supplementary methods

Plasmids and cloning procedures

Standard procedures were used for cloning and amplification of plasmids. PCR was performed using Pfu polymerase (Fermentas, St. Leon-Rot, Germany) or the GoTaq polymerase (Promega, Madison, WI) according to the manufacturer's instructions. Plasmids pYX142-mtGFP³, pVT100U-mtGFP³, pYX142-mtERFP⁴, pYX223-MDM33⁵, pHS20⁶, pTT46(Phb1)⁷, pESC-SCO2⁸, pESC-YHM2⁸, and pRS316-MMM1-ERFP⁹ were described previously. To obtain pYX223-mtBFP, the BFP fused to the Su9 mitochondrial presequence was subcloned from pYES-mtBFP³ into the *HindIII* and *XhoI* sites of pYX223. The FLAG-tagged version of *MDM33* was constructed by PCR-amplification-based fusion of the FLAG tag to the fragment encoding the mature part of *MDM33* using the oligonucleotides 5'-ATA TAT GGA TCC GAT TAT AAA GAT GAT GAC GAT AAG CTA CAG AAC GGT GAT ACT CC-3' and 5'-AAT TTT CTC GAG TTT TAA CGA TAT TCT TGC GC-3' and genomic DNA as template. This fragment was then cloned into the *BamHI* and *XhoI* sites of pMM112⁵, yielding pRS316-FLAG-MDM33. Plasmid pYX223-FLAG-MDM33 was created by PCR-amplification of the fragment containing the import sequence, the FLAG tag and the mature part of *MDM33* using pRS316-FLAG-MDM33 as template and oligonucleotides 5'-TAT AAA GCT TAT GTT GAG ATA CTA TGG GGC GAC-3' and 5'-AAT TTT CTC GAG TTT TAA CGA TAT TCT TGC GC-3' and cloning into the *HindIII* and *XhoI* sites of pYX223. Simultaneous overexpression of *PHB1* and *PHB2* was achieved using the *GAL1/10* promoter-containing pESC-URA vector⁷. Plasmid pTT21 for expression of untagged Phb1 and Phb2 was a kind gift from Takashi Tatsuta (Universität zu Köln, Germany).

Antibodies

A monoclonal anti FLAG antibody (FLAG-M2; catalogue F3165) was purchased from Sigma-Aldrich (St. Louis, MO, USA). Polyclonal anti hexokinase (Hxk1) antiserum (catalogue 100-4159) was purchased from Biotrend Biochemikalien GmbH (Köln, Germany). Polyclonal anti Mgm1 antiserum was a kind gift from Andreas Reichert (Universität Düsseldorf, Germany), polyclonal anti Psd1 antiserum was a kind gift from Steven M. Claypool (Johns Hopkins School of Medicine, Baltimore, MD), and polyclonal anti Tom40 antiserum was a kind gift from Doron Rapaport (Universität Tübingen, Germany).

Microarray design and hybridization

The *S. cerevisiae* TAG microarray design is based on the *Saccharomyces* Genome Deletion Project¹. The 20mer UpTAG and DownTAG sequences were taken from the *MAT α* mating type strains. Reinvestigations of the yeast knockout strain collection by deep sequence analysis of the TAG sequences revealed yeast deletion strains that contained mutated TAG

barcodes in comparison to the originally designed barcodes^{10, 11}. 

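The values used here cover 5141 original uptag and 4978 original downtag probes, and 2217 uptag and 1793 downtag probes for resequenced barcodes. Original probes exist for 4977 strains, and 549 further strains had resequenced probes alone. Where both versions existed, the version with the higher mean signal over all channels of its tag was used. This was the resequenced version for 568 of 1521 strains (37.3%) by uptag and for 519 of 1289 strains (40.3%) by downtag.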

We included the originally designed barcodes as well as the combined mutated barcodes of the two re-sequencing projects in our microarray design. If the mutated sequence contained deletions of one or more nucleotides, the mutated sequence was filled up with Ts to a 20mer sequence. In addition, a limited set of 500 mismatches of UpTAG sequences were designed by exchange of the eleventh nucleotide ($A \leftrightarrow T$, $G \leftrightarrow C$). Furthermore, the primer sequences used for labeling the TAG barcodes were also included in the microarray design. 

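Of the mismatch probes, 499 had values. In the 12 channels where downtags were labelled, between 0 and 2.40% of them were above the detection limit of the channel. In the 12 channels where uptags were labelled, between 5.61 and 45.3% were above it, with a median of 29.6%. The limit itself was set with probes of the other tag.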

All TAG sequences were uploaded to the Agilent eArray website and extended to a final length of 60 nucleotides with Agilent's linker sequences. Probes were randomly distributed across the array using the 8x15k format and printed slides were ordered directly from Agilent Technologies (Waldbronn, Germany).

Genomic DNA from yeast samples was extracted using the NucleoMag 96 Plant DNA extraction kit (Machery-Nagel, Dueren, Germany) on a KingFisher magnetic particle processor (Thermo Scientific, Langenselbold, Germany). Genomic DNA was precipitated with ethanol and suspended in TE buffer. TAG barcode sequences were labeled by asymmetric PCR (20 μ l) using 200 ng genomic DNA as described¹². After PCR labeling, 3.6 μ l blocking oligonucleotides U1c and U2c (50 μ M each) were added to 1.5 μ l of the upTAG PCR labeling reaction, heated to 100°C for 1 min, and kept at room temperature for at least 20 min; downTAG samples were treated in the same way with downTAG blocking oligonucleotides D1c and D2c. A hybridization solution was prepared by combining Cy3- and a Cy5-blocked TAG samples (each 4.5 μ l), 9 μ l nuclease-free water, 4.5 μ l 10X Blocking Agent and 22.5 μ l 2X Hi-RPM Buffer (Agilent Technologies). The hybridization mix was added to the Agilent 8x15k arrays and hybridized at 50°C for ca. 16 h. Microarrays were washed using Oligo aCGH Wash Buffer 1 and 2 (Agilent Technologies) as recommended by the manufacturer; decomposition of cyanine dyes was protected by incubating the slides in a Stabilization and Drying Solution (Agilent Technologies).

Dry microarray slides were scanned in a FLA8000 slide scanner (Fujifilm) at 5 μ m pixel resolution in confocal mode. Microarray images were analyzed using the ArrayVision software v8.0, rev4.0 (GE Life Sciences); spot intensities were calculated as background-corrected median-based trimmed mean densities. Spot values of each microarray experiment were scaled to a total array intensity of 147,680,000 units to facilitate comparison of independent experiments (total intensity normalization)¹³.

Immunoprecipitation and LC MS/MS analysis

Immunoprecipitation was performed basically as described previously² with the following adjustments. 500 ODUs of GFP-tagged strains or an untagged W303 control were lysed in IPLB (20 mM Hepes, pH 7.4, 150 mM KOAc, 2 mM Mg(Ac)₂, 1 mM EGTA, and 0.6 M

sorbitol) with 1X protease inhibitor cocktail set I (CalBiochem) on ice for 10 min and cleared. Lysates were crosslinked by addition of 1 mM DSP (Thermo Scientific) and allowed to incubate on ice for 30 min. Crosslinking was quenched with the addition of 100 mM Tris pH 7.4. Membranes were then solubilized with 1% digitonin on ice for 30 minutes, and subsequently cleared at 12,000x g for 10 min at 4°C. The supernatant was incubated with 50 µl antiGFP microbeads (Miltenyi Biotec Inc.) on ice for 30 min. The beads were isolated using Miltenyi µ columns and a µMACS separator (Miltenyi Biotec Inc.), washed three times with IPLB with 0.1% digitonin and protease inhibitors, and washed twice with IPLB containing no digitonin or protease inhibitors. Onbead trypsin digestion was performed, beads were incubated for 30 min at room temperature in 25 µl elution buffer I (2 M urea; 50 mM Tris, pH 7.5, 1 mM DTT, and 5 µg/ml trypsin). This was followed by two 50 µl applications of elution buffer II (2 M urea; 50 mM Tris, pH 7.5, and 5 mM chloroacetamide). Elutions were collected and digestion was allowed to continue at room temperature overnight. Reactions were stopped with 1 µl trifluoroacetic acid (TFA). Peptides samples were submitted to the Genome Center Proteomics Core at the University of California, Davis, for mass spectrometry (LC MS/MS) based protein identification. Urea from the peptide samples was removed using desalting tips (Aspire RP30; Thermo Fisher Scientific). The tips were prepared by pipetting 60% acetonitrile up and down 20 times and then equilibrated with 0.1% TFA by pipetting up and down 15 times. The peptide sample was pulled through the tip 15 times before being washed with 0.1% TFA. The peptides were eluted from the tips using 100 µl of 60% acetonitrile and dried via vacuum centrifugation. Protein identification was performed using a Paradigm HPLC and CTC Pal autosampler (both from Bruker) paired to either a LTQ ion trap mass spectrometer (Thermo Fisher Scientific) or Thermo-Finnigan LTQFT ultra ion trap mass spectrometer (Thermo Fisher Scientific) through an ADVANCE Plug and Play Nano Spray Source (Bruker). Peptides were desalted onto a nanotrap (Zorbax 300SBC18; Agilent Technologies), then eluted from the trap and separated by a 200 mm x 15 cm Magic C18 AQ column (Bruker) at a flow rate of 2 µl/min. Peptides were eluted using a 60 min gradient of 2-80% buffer B (buffer A, 0.1% formic acid; buffer B, 95% aceto nitrile/0.1% formic acid). The elution gradient was set at 2-35% buffer B for 30 min, increased from 35-80% buffer B for 2 min, and held at 80% buffer B for 1 min. The gradient then decreased from 80-2% buffer B over 2 min and equilibrated for 25 min. The top 10 ions in each survey scan were subjected to automatic low energy collision induced dissociation. Tandem mass spectra were extracted by BioWorks version 3.3. Mass charge state deconvolution and deisotoping were not performed. All MS/MS samples were analyzed using X! Tandem. The raw data was analyzed with X! Tandem using the UniProt *Saccharomyces cerevisiae* database appended with the cRAP database, which includes a compilation of common laboratory contaminants, and both forward and reverse sequences were utilized in the data analysis. Trypsin was set as the

cleaving enzyme in the X! Tandem search parameters. X! Tandem was searched with a fragment ion mass tolerance of 0.4 D and a parent ion tolerance of 1.8 D. Iodoacetamide derivative of cysteine was specified in X! Tandem as a fixed modification. Deamidation of asparagine and glutamine, oxidation of methionine and tryptophan, sulfone of methionine, tryptophan oxidation to formylkyn urenine of tryptophan, and acetylation of the N terminus were specified in X! Tandem as variable modifications. Scaffold (version Scaffold_2_02_033_00_07; Proteome Software Inc.) was used to validate MS/MS based peptide and protein identifications. Proteins with a t test P value ≤ 0.05 comparing unique peptides obtained from mass spec of tagged strain to untagged control were further investigated.

Supplementary references

1. Giaever, G. *et al.* Functional profiling of the *Saccharomyces cerevisiae* genome. *Nature* **418**, 387-391 (2002).
2. Hoppins, S. *et al.* A mitochondrial-focused genetic interaction map reveals a scaffold-like complex required for inner membrane organization in mitochondria. *J. Cell Biol.* **195**, 323-340 (2011).
3. Westermann, B. & Neupert, W. Mitochondria-targeted green fluorescent proteins: convenient tools for the study of organelle biogenesis in *Saccharomyces cerevisiae*. *Yeast* **16**, 1421-1427 (2000).
4. Scholz, D., Förtsch, J., Böckler, S., Klecker, T. & Westermann, B. Analyzing membrane dynamics with live cell fluorescence microscopy with a focus on yeast mitochondria. *Meth. Mol. Biol.* **1033**, 275-283 (2012).
5. Messerschmitt, M. *et al.* The inner membrane protein Mdm33 controls mitochondrial morphology in yeast. *J. Cell Biol.* **160**, 553-564 (2003).
6. Sesaki, H. & Jensen, R.E. Division versus fusion: Dnm1p and Fzo1p antagonistically regulate mitochondrial shape. *J. Cell Biol.* **147**, 699-706 (1999).
7. Tatsuta, T., Model, K. & Langer, T. Formation of membrane-bound ring complexes by prohibitins in mitochondria. *Mol. Biol. Cell* **16**, 248-259 (2005).
8. Zhu, H. *et al.* Global analysis of protein activities using proteome chips. *Science* **293**, 2101-2105 (2001).
9. Böckler, S. & Westermann, B. Mitochondrial ER contacts are crucial for mitophagy in yeast. *Dev. Cell* **28**, 450-458 (2014).
10. Eason, R.G. *et al.* Characterization of synthetic DNA bar codes in *Saccharomyces cerevisiae* gene-deletion strains. *Proc. Natl. Acad. Sci. USA* **101**, 11046-11051 (2004).
11. Smith, A.M. *et al.* Quantitative phenotyping via deep barcode sequencing. *Genome Res.* **19**, 1836-1842 (2009).
12. Pan, X. *et al.* dSLAM analysis of genome-wide genetic interactions in *Saccharomyces cerevisiae*. *Methods* **41**, 206-221 (2007).
13. Quackenbush, J. Microarray data normalization and transformation. *Nat. Genet.* **32 Suppl**, 496-501 (2002).

How the deposited data were processed for this re-analysis (not part of the article)

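The screen measured the abundance of barcoded deletion strains in a pool with an empty vector or a plasmid for expression of MDM33 from the GAL1/10 promoter, on glucose or galactose. The 24 dye channels were grouped by plasmid, sugar, tag, dye and experiment from the sample labels alone. The values were linear intensities, background-corrected with ArrayVision and scaled by the authors to a common total per channel, with 0 as the lowest value. No further background correction or scaling was applied. Values came from the table of scaled intensities, and 24 further columns of unscaled values were not used, since their numbering does not match that of the sample titles. Of 14767 annotated probes, 26 were not used here and 14741 were used.

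Strain names were matched to genes of the RefSeq annotation of assembly R64, and 440 of 5526 strains had no match and kept their systematic name. The comparisons were galactose against glucose with each plasmid, MDM33 plasmid against empty vector on each sugar, and the interaction of plasmid and sugar. They were fitted together to 8 values per strain, 2 experiments in each of 4 groups, with lmFit, contrasts and eBayes of limma, with 4 residual degrees of freedom and Benjamini-Hochberg adjustment at 0.05. With 2 experiments per group, the spread was estimated over all groups together. An exact permutation test of 2 against 2 values cannot give a small p and was not used. Shares have 95% Wilson intervals, which cover counting error and not the spread between experiments. Gene lists of at least 3 tested strains were tested with camera at a preset correlation of 0.01, and with an estimated correlation and with fry, which tests against no change, as alternatives. Rank correlations across strains are descriptions, since strains are not independent replicates.

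The groups, comparisons, gene lists, alternatives and rule for naming strains were set before the data were examined. The rule takes every gene the paper names for the screen, the 10 strains with the highest mean on galactose with the MDM33 plasmid among those detected by both tags in both experiments, strains past the test in the interaction or with the empty vector (there were none), all members of lists of up to 10 genes and 4 members of longer ones, and the strains with a MITO-MAP score under -3 or over 3. Values of the first strains of Table S2 had been seen when the rule was written. A first fit had used the 4977 strains with an original probe, before the comparison was set back to the planned wording of all strains with a barcode probe. The narrower set is given as an alternative, and it called 11 strains higher and 430 lower on galactose. Other strains and lists named outside the rule were chosen after their values were seen. Not every strain that the rule takes is named in the text. Of the gene lists, mainly members past the test on galactose between plasmids are named, so these are a selection by result.

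The procedure was tested on simulated data with the level of each strain on glucose with the empty vector. Each strain had 1 spread, pooled over the groups, and only the strains given below were changed. In the real data the median difference between experiments was 1.71 for the MDM33 plasmid on galactose and 0.65 to 0.76 in the other groups. Most strains there were also lower than on glucose (median -1.88), so the recovery and the false calls may not carry over. Of 100 strains changed by 3 on the log2 scale on galactose with the MDM33 plasmid, 10% were recovered against glucose, 8% against the empty vector and 0% in the interaction. Of 100 strains changed by 6, the test recovered 84%, 76% and 0%. Among 4258 strains, 3 false calls were made against glucose, 3 against the empty vector and 0 in the interaction. The alternatives covered the offset, the scaling, the filter, the use of tags, probes and dyes, array weights, a replicate block, each replicate left out in turn, the percentile and the rule for detection. Values without scaling and a normexp background correction were planned and not run, since the unscaled columns were not used and no foreground and background values were held. The planned use of the table of scaled intensities is the source used throughout.

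Computations used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1.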

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

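The tests of hybridization noise, of binding by other barcodes and of the drop with the empty vector were chosen after their results were seen, as was the use of camera with the empty vector. Gene lists were compared between the plasmids because camera found 3 lists whose galactose effect differed between them. The strains of GAL promoter induction (adjusted p = 0.00441), of the ATP synthase (adjusted p = 0.0121) and of respiratory complexes III and IV (adjusted p = 6.78e-05) lay above other strains in the interaction. With an estimated correlation the adjusted p of these lists was 0.475, 0.832 and 0.832. Values with the empty vector, which the paper tabulates and does not discuss for the screen, gave 5 lists below other strains on galactose against glucose. These were GAL promoter induction (adjusted p = 4.64e-05), the Leloir pathway (adjusted p = 3.26e-06), the ATP synthase (adjusted p = 0.0201), respiratory complexes III and IV (adjusted p = 2.00e-12) and the mitochondrial ribosome (adjusted p = 9.30e-05). None of the 5 passed with an estimated correlation, where the smallest adjusted p was 0.209.

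The 31 tested strains of respiratory complexes III and IV had a median log2 difference between galactose and glucose of -1.90 with the empty vector and -1.40 with the MDM33 plasmid. Signals too close to the detection limit to fall remain a candidate explanation, since the median glucose signal of these strains with the MDM33 plasmid was 19.1% of that of all tested strains, and 12.9% of them against 53.2% of all tested strains were detected on galactose in both experiments. A drop with the empty vector without separate behaviour under the MDM33 plasmid also remains, since the list did not differ from other strains against glucose with the MDM33 plasmid (camera p = 0.704, n = 31 strains). That the need for respiration on galactose lowers these strains with either plasmid is a biological explanation that was not tested.

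The 2 galactose experiments with the MDM33 plasmid ranked strains differently, with a Spearman rho across the strains detected on glucose of 0.403, against 0.751 on glucose. Hybridization noise was tested by the rho between the dye channels of the same DNA in experiment 2, which was 0.659 by uptag and 0.708 by downtag. The lower of these is below the bound of 0.7 set for the test and above the rho of 0.403, but that rho combines tags and dyes. The rho between the experiments by uptags alone, 0.556, is the closer comparison for 0.659. On glucose the rho between the dye channels was 0.944 by uptag and 0.965 by downtag. Hybridization noise may therefore account for part of the difference, and this test does not say how much. By downtags alone the rho between the experiments was 0.523, between the bounds of 0.5 and 0.7, and by uptags alone it was 0.556. Uptags thus did not rank strains less alike than downtags, which speaks against the uptag hybridization of experiment 1 as the sole cause, while a partial contribution stays open. Strains that rose at least 2-fold in both experiments numbered 85, which is 1.53 times the 55.6 (SD 6.53) of independent lists, against 16 and 14.6 with the empty vector. Independent lists assume that every strain is equally likely to rise. The rise is relative to the glucose signal, which was correlated between the experiments (rho 0.751), so low strains can pass in both. The count therefore does not decide whether survivors differ between the experiments, and the bounds of 1.5 and 3 times set for the test were not passed clearly.

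Many strains kept a signal above the detection limit on galactose with the MDM33 plasmid. Binding by other barcodes stays open. Strains without a signal in any glucose sample were detected on galactose 2.75% as often as strains detected on glucose, but probes that bind other barcodes would have been left out of that set. In the uptag channels of this group, between 5.61 and 9.02% of mismatch probes were above the limit. DNA of plated cells that did not grow could leave each strain a common fraction of its signal. The interquartile range of log2 galactose over glucose was 1.73 times that between the glucose experiments in experiment 1 and 3.08 times in experiment 2, which leaves this open. With the empty vector the range was 2.04 in experiment 1 and 0.41 in experiment 2, against 1.22 between the glucose experiments. A wider range in experiment 1 is thus not particular to the MDM33 plasmid. Partial growth of many strains under MDM33 expression is a biological explanation that was not tested.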

How the results depend on the processing

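Scaling each channel to the 75th percentile of the labelled barcodes and restricting the strains to those with an original probe, leaving out the uptags of galactose experiment 1, and the lists without a galactose replicate were chosen after seeing the data. Values without scaling and normexp were not run. With the empty vector on galactose against glucose, and on glucose between plasmids, 0 strains were called by limma under all 25 alternatives (80 and 44 at an unadjusted p under 0.05). With the MDM33 plasmid on galactose against glucose, 0 strains became 599 with an offset of 2000, 659 without a filter, 4 and 50, all higher, with the 75th percentile of all and of labelled probes, 617 with the mean of log2 values, 517 by downtags, 196 by the brighter tag and 230 by a fit to single channels with dye as a covariate. These counts were 0 to 1787 when a replicate was left out. The interaction gave 164 by downtags and 0 to 887 without a replicate. On galactose between plasmids, 425 became 45 and 672 with offsets of 50 and 2000, 708 without a filter, 4 and 12 with the 75th percentiles, 0 by uptags or with array weights, 257 by the brighter tag, 181 by Cy5, 218 with a replicate block and 0 to 1794 without a replicate. A lone replicate is assumed to vary like the other groups. The highest counts came without replicate 1 of the MDM33 plasmid on galactose. The experiments differ in their dye scheme, the paper does not describe them as pairs, and correlations of same-numbered deviations between groups were 0.06 to 0.32. Array weights were 0.25 for both replicates of the MDM33 plasmid on galactose and 1.33 to 1.77 for the others. The interaction of the gal4 strain was 1.94 to 5.74 without a replicate, and passed the test at the highest value. Among 894 values of named strains, 538 kept direction and call, 315 lost and 37 gained a call. The reversed ones were GEP4 (0.59) and MDJ2 (0.42) by uptags and SWP82 (0.0560) and ATP10 (0.0107) by downtags.

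The share of strains lost on galactose was 4.98% with the 95th percentile and 13.2% with the highest percentile tried, 13.3% with both tags, 10.1% by uptags, 9.54% by downtags, 9.08% with original probes, 8.70% for strains with an original probe, 8.94% by Cy3, 15.3% without the uptags of galactose experiment 1, 5.01% with a limit of 10% of glucose, 11.6% over strains detected on glucose, 27.5% counting strains detected at most once, and 13.3 to 30.1% in single experiments. Strains detected on galactose numbered 803 with both tags, 1433 by uptags and 3493 in at least 1 experiment. MITO-MAP candidates numbered 10 with the 95th percentile, 2 with both tags, 3 by uptags, 0 by the interaction test and 10 to 12 in single experiments. Lists past camera in the interaction numbered 0 with an estimated correlation, 1 by uptags and 1 to 3 without a galactose replicate. Against glucose they numbered 0 under all 8 alternatives with the MDM33 plasmid and 0 with an estimated correlation or fry with the empty vector. In the interaction fry gave 0, but fry tests a list against no change and not against other strains, so it bears on another question in all 3 comparisons. Over strains detected on glucose, the rho between experiments was 0.40 for the signal and 0.14 for the log2 ratio. The causes were not tested. Signal over the detection limit bounds calls for the MDM33 plasmid on galactose, where the median labelled barcode was at 0.0483 to 0.6996 of the limit per channel, against 6.02 to 43.8 with the empty vector.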

Differences from the paper's values

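The share of deletion strains with a signal on glucose and none on galactose was 7.89% with the MDM33 plasmid, and the paper's value is 80%. None of the alternatives set before the data were examined reached the paper's value, and the highest was 30.1%, from experiment 2 alone. A share of all strains cannot exceed that of strains detected on glucose. These were 3773 of 5526 (68.3%) in both experiments and 4256 in experiment 2, so 80% of the 5526 was out of reach in either setting. This ceiling depends on the denominator, since the paper's library has 4987 strains. Of the 5526, 549 had resequenced probes alone, and 5 of these were detected on glucose with the MDM33 plasmid in both experiments. Over strains detected on glucose in both experiments, which has no such ceiling, the share was 11.6%. It was not computed from the mean over tags and experiments, the form in which the signals matched Table S2. The paper states no threshold for a detectable signal. The alternatives chosen after seeing the values gave 8.70% and 15.3% and did not close the gap either.

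The paper gives the number of mutants with a significant signal on galactose in words and states no threshold. Detection above the limit in both experiments gave 2266 strains, while 803 were detected by both tags and 11 had more signal than with the empty vector by limma. Of the 6 candidates the paper takes from the merge with the MITO-MAP, the strains lacking PHB1, PHB2, FMP30 and PAM17 were detected in both experiments. Those lacking ATP20 and ELP3 were detected in 1. The strains lacking CRD1 and MDM36 were also detected in both and are not among the paper's candidates. Their means on galactose with the MDM33 plasmid were 5250 and 3801 units, below those of the 6. By the mean of the experiments, the 6 highest of the 32 strains are those the paper names. ATP20 was a candidate when experiment 1 was used alone, and ELP3 when experiment 2 was used alone or with a limit of 10% of the glucose signal.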

Other observations

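The strains lacking SPT4, YGR064W, LOA1, SLC1 and ALE1, the list of the SWR1 complex and its test were chosen after values were seen. Strains lacking SPT4, which encodes a transcription elongation factor, and YGR064W, a dubious ORF beside it, both had higher values on galactose than on glucose with the MDM33 plasmid, without passing the test. The SPT4 strain had 16375 and 1232 units on glucose and 595679 and 393362 on galactose, a log2 difference of 6.49 (adjusted p = 0.0595 from limma). The YGR064W strain had 50.0 and 3880 units on glucose and 414100 and 178941 on galactose, a difference of 7.46 (adjusted p = 0.0595). Both also had higher values on galactose with the empty vector, with differences of 5.05 and 3.65 (neither passed the test). The strain lacking LOA1 differed by 6.13 on galactose against glucose. The strain lacking SLC1, another acyltransferase of lysophosphatidic acid, had 976 and 6397 units on glucose and 2266 and 27266 on galactose, and that lacking ALE1 had 66598 and 77746 on glucose and 112218 and 14592 on galactose. With the empty vector, strains lacking enzymes of galactose use were among those with lower values on galactose. The GAL1 strain had a log2 difference of -4.25 and the PGM2 strain one of -4.19, and for the GAL3 and GAL4 strains it was -3.24 and -3.88. For the respiratory strains COR1 and ATP10 it was -4.17 and -3.34, and by downtags alone that of ATP10 was 0.0107. None of these 6 passed the test (smallest adjusted p over all strains 0.733).

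Members of the SWR1 complex, which exchanges histone H2A.Z into chromatin, were noticed among the 85 strains that rose at least 2-fold in both experiments. All 10 tested strains of the complex and H2A.Z lay above the median of all tested strains on galactose against glucose, with a median log2 difference of 1.31 against -1.88. This set was formed after seeing some of its members, so its own test is not independent. For the 4 members whose values had not drawn attention, the median was -0.35, and camera gave p = 0.0549 (p = 0.123 with an estimated correlation). That loss of the complex eases growth under MDM33 overexpression may be worth a direct test, and these data do not decide it.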
